# *Igh* and *Igk* loci use different folding principles for V gene recombination due to distinct chromosomal architectures of pro-B and pre-B cells

**DOI:** 10.1038/s41467-023-37994-9

**Published:** 2023-04-21

**Authors:** Louisa Hill, Gordana Wutz, Markus Jaritz, Hiromi Tagoh, Lesly Calderón, Jan-Michael Peters, Anton Goloborodko, Meinrad Busslinger

**Keywords:** VDJ recombination, Gene regulation in immune cells, Humoral immunity

## Abstract

Extended loop extrusion across the immunoglobulin heavy-chain (*Igh*) locus facilitates V_H_-DJ_H_ recombination following downregulation of the cohesin-release factor Wapl by Pax5, resulting in global changes in the chromosomal architecture of pro-B cells. Here, we demonstrate that chromatin looping and V_K_-J_K_ recombination at the *Igk* locus were insensitive to Wapl upregulation in pre-B cells. Notably, the Wapl protein was expressed at a 2.2-fold higher level in pre-B cells compared with pro-B cells, which resulted in a distinct chromosomal architecture with normal loop sizes in pre-B cells. High-resolution chromosomal contact analysis of the *Igk* locus identified multiple internal loops, which likely juxtapose V_K_ and J_K_ elements to facilitate V_K_-J_K_ recombination. The higher Wapl expression in Igμ-transgenic pre-B cells prevented extended loop extrusion at the *Igh* locus, leading to recombination of only the 6 most 3’ proximal V_H_ genes and likely to allelic exclusion of all other V_H_ genes in pre-B cells. These results suggest that pro-B and pre-B cells with their distinct chromosomal architectures use different chromatin folding principles for V gene recombination, thereby enabling allelic exclusion at the *Igh* locus, when the *Igk* locus is recombined.

## Abstract (web summary)

V gene recombination at the immunoglobulin heavy chain locus (*Igh*) is facilitated by extended loop extrusion. In this study, the authors find that, unlike *Igh*, the κ light chain locus does not involve extended loop extrusion but instead involves multiple, short-range loops for V gene combination.

## Introduction

V(D)J recombination at the antigen receptor loci depends on the three-dimensional chromosomal architecture, which is organized in multiple layers as revealed by high-resolution genome-wide chromosome conformation capture (Hi-C) experiments^1–3^. At the megabase scale, the chromosomes consist of compartments that reflect the segregation of transcriptionally active (type A) and inactive (type B) chromatin^4,5^. At the next level, the topologically associated domains (TADs) with a median size below 1 megabase constitute contiguous regions with a high frequency of intradomain DNA interactions that are thought to mediate the communication between promoters and enhancers^2,6,7^. The generation of TADs and their chromatin loops depends on the ring-shaped cohesin complex^8–10^, which is enriched at the DNA-bound zinc finger protein CTCF in the genome^11,12^. Chromatin loops, which are generated by loop extrusion^13,14^, are predominantly anchored by pairs of convergent CTCF-binding elements (CBEs) that are bound by CTCF in an orientation-dependent manner^5^. Cohesin, in association with Nipbl, functions as the loop extrusion factor^15,16^, which continuously extrudes a chromatin loop until the process is halted by CTCF at the base of a loop^2^. As the cohesin-release factor Wapl determines the residence time of cohesin on chromatin^17,18^, its loss leads to a strong increase in loop size, demonstrating that Wapl restricts chromatin loop extension^10,19,20^.

Humoral immunity to foreign pathogens depends on the generation of a diverse antigen receptor repertoire by V(D)J recombination, which assembles the variable regions of immunoglobulin (Ig) genes from variable (V), diversity (D) and joining (J) segments during B cell development^21–23^. The recombination of *Ig* genes is sequentially regulated within the B cell lineage, as the Ig heavy-chain (*Igh*) locus undergoes rearrangements in early B cell development prior to the light-chain genes (*Igk*, *Igl*) in pre-B cells^21,22^. Moreover, D_H_-J_H_ rearrangements at the *Igh* locus are initiated in lymphoid progenitors, followed by V_H_-DJ_H_ recombination in committed pro-B cells^21,22^. The mouse *Igh* locus spans 2.8 Mb and is composed of a 0.26-Mb long 3’ proximal region (containing the D_H_, J_H_ and C_H_ gene segments) and of a distal 2.44-Mb long V_H_ gene cluster^24,25^. Given the large size of the V_H_ gene cluster, contraction of the entire *Igh* locus is required to juxtapose distantly located V_H_ genes next to the 3′ proximal DJ_H_-rearranged gene segment, which facilitates V_H_-DJ_H_ recombination in committed pro-B cells^26–31^.

The transcription factor Pax5, which is essential for *Igh* locus contraction^27,30^, was recently shown to promote prolonged chromatin loop extrusion across the entire *Igh* locus by downregulating the expression of the cohesin-release factor Wapl in pro-B cells^20^. By binding to the *Wapl* promoter, Pax5 recruits the Polycomb repressive complex 2 (PRC2), which leads to fourfold repression of *Wapl* and, consequently, to an increased residence time of cohesin on chromatin. This, in turn, causes global changes in the chromosomal architecture, as the number and length of chromatin loops are significantly increased, while the compartments are weakened in pro-B cells^20^. Prolonged loop extrusion and V_H_ gene recombination across the entire *Igh* locus strictly depend on the following two features of the *Igh* locus. First, all CBEs in the V_H_ gene cluster are present in the same forward direction^25^ and are thus in convergent orientation to the reverse CBEs at the 3’ end of the *Igh* locus, thereby facilitating loop formation^3,20^. Consequently, the inversion of CBEs in the V_H_ gene cluster was shown to interfere with loop formation and V_H_ gene rearrangements^20,32^. Second, all V_H_ genes have the same forward orientation, which facilitates convergent alignment of the recognition signal sequences (RSS) of V_H_ genes and the DJ_H_-rearranged segment by loop extrusion in the 3′ proximal RAG^+^ recombination center^23,33^ prior to RAG-mediated deletional V_H_-DJ_H_ recombination. As a consequence, the inversion of V_H_ genes was shown to interfere with V_H_-DJ_H_ recombination in pro-B cells^20,32^.

Upon successful *Igh* rearrangement in pro-B cells and subsequent transition to the pre-B cell stage, the *Igk* light-chain locus undergoes V_K_-J_K_ recombination at a high frequency in small pre-B cells^21^, although *Igk* rearrangements can be detected at a low level already in pro-B cells^34^. The *Igk* locus, with a size of 3.2 Mb, is even larger than the *Igh* locus and contains 92 functional V_K_ genes, four functional J_K_ elements, and one C_K_ region^25^ (Supplementary Fig. 1a). Contraction of the *Igk* locus takes place in small pre-B cells^28^ and was later shown to be initiated already in pro-B cells^35^. Importantly, the *Igk* locus differs in two key aspects from the *Igh* locus. First, most CBEs, which are largely located in the central region of the V_K_ gene cluster, are present in the same reverse orientation as the two CBEs of the Cer element located upstream of the J_K_ elements at the 3′ end of the *Igk* locus^25,36^ (Supplementary Fig. 1a), which may not favor loop formation by loop extrusion across the *Igk* locus. Second, 59 of the functional V_K_ genes, which are mainly located in the central V_K_ gene region, are also present in reverse orientation^25^ (Supplementary Fig. 1a), which leads to inversional V_K_-J_K_ recombination^23^. Based on the known function of loop extrusion in controlling *Igh* recombination^20,32^, the reverse orientation of both the CBEs and V_K_ genes in the *Igk* locus appears to be incompatible with a role of extended loop extrusion in aligning the convergent RSS sequences of all V_K_ and J_K_ elements prior to RAG-mediated recombination.

Here, we studied the role of Wapl expression in controlling V_K_-J_K_ recombination in small pre-B cells. VDJ-seq analysis revealed that the V_K_ genes across the *Igk* locus rearranged at a similar frequency in both *Wapl*^∆P1,2/∆P1,2^ and control *Wapl*^+/+^ pre-B cells, although *Wapl*^∆P1,2/∆P1,2^ pre-B cells exhibited a 3-fold higher expression of Wapl due to deletion of the Pax5-binding site P1 in the *Wapl* promoter^20^. Likewise, the chromosomal architecture was also similar in *Wapl*^∆P1,2/∆P1,2^ and *Wapl*^+/+^ pre-B cells, indicating that both V_K_-J_K_ recombination and the chromosomal architecture in pre-B cells are largely insensitive to Wapl expression changes. In contrast to the equally low *Wapl* mRNA levels in pro-B and pre-B cells^20^, we unexpectedly discovered that the Wapl protein was expressed at a 2.2-fold higher level in pre-B cells compared with pro-B cells, which resulted in a distinct chromosomal architecture with smaller loop sizes in pre-B cells compared with the pro-B cell architecture characterized by extended loops. High-resolution mapping of interactions in pre-B cells revealed that the contraction of the *Igk* locus^28^ is caused by the formation of multiple internal loops, which likely juxtaposes V_K_ and J_K_ elements to facilitate V_K_-J_K_ recombination. Notably, the higher Wapl expression in Igμ-transgenic pre-B cells interfered with extended loop extrusion at the *Igh* locus, leading to recombination of only the 6 most 3’ proximal V_H_ genes and likely to the allelic exclusion of all other V_H_ genes in pre-B cells. Together, our data demonstrate that the *Igh* and *Igk* loci use distinct folding principles for V gene recombination due to the different chromosomal architectures of pro-B and pre-B cells.

## Results

### Efficient V_K_ gene recombination across the *Igk* locus in pre-B cells with high Wapl expression

The starting point for our study was the previous finding that *Wapl* mRNA is fourfold downregulated in both pro-B and pre-B cells compared with uncommitted progenitors and mature B cells^20^. This observation raised the question of whether *Wapl* repression is also essential for V_K_ gene recombination at the *Igk* locus as recently shown for the *Igh* locus^20^. To address this issue, we took advantage of the *Wapl*^∆P1,2/∆P1,2^ mouse, which lacks the functional Pax5-binding site P1 in the *Wapl* promoter as well as a hypersensitive region downstream of *Wapl*, containing a second Pax5-binding site (P2) that is not required for *Wapl* expression in early B cells^20^. As *Wapl* mRNA expression is known to be increased fourfold in *Wapl*^∆P1,2/∆P1,2^ pre-B cells compared with wild-type pre-B cells^20^, we next analyzed the expression of the Wapl protein by immunoblot analysis of ex vivo sorted *Wapl*^∆P1,2/∆P1,2^ and control *Wapl*^+/+^ pre-B cells (CD19^+^B220^+^IgM^–^IgD^–^Kit^–^CD25^+^) from the bone marrow (Supplementary Fig. 2a). Consistent with the observed *Wapl* mRNA increase, the Wapl protein was threefold more highly expressed in *Wapl*^∆P1,2/∆P1,2^ pre-B cells relative to *Wapl*^+/+^ pre-B cells (Fig. 1a). As elevated Wapl expression can lower the residence time of cohesin on chromatin^20^, the observed Wapl increase may lead to impaired loop extrusion and thus potential defects in V_K_-J_K_ rearrangement in *Wapl*^∆P1,2/∆P1,2^ pre-B cells. 

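The VDJ-seq method captures joined V_K_ and J_K_ segments from genomic DNA and counts which V_K_ gene each joint contains. It was applied to ex vivo sorted bone marrow pre-B cells, with 4 libraries of *Wapl*+/+ mice and 4 of *Wapl* ∆P1,2/∆P1,2 mice. The authors sheared the DNA, added adapters with UMI sequences, extended biotinylated J_K_ primers, amplified the captured products and sequenced them paired-end on a MiSeq instrument. They deposited 1 percent value per V_K_ gene and library for 77 V_K_ genes in forward and 86 in reverse orientation, of which Supplementary Data 1a classifies 92 as functional. The paper's text does not name the total behind these percent values. Summed over all V_K_ genes, they amounted to between 4.87% and 6.77% per *Wapl*+/+ library (median 5.63%) and between 4.89% and 6.60% per *Wapl* ∆P1,2/∆P1,2 library (median 5.91%). Each value was divided by this sum, so that all frequencies are percentages of the V_K_-J_K_ joints of a library, as in Fig. 1b. Every value is a whole multiple of 1/6 of a unit that is the same within a library, as counts would be if sequences shared between genes were split. In such units the V_K_ genes of a library sum to between 41076 and 56642 in *Wapl*+/+ and between 27178 and 56236 in *Wapl* ∆P1,2/∆P1,2. Whether a unit is a single joint is not stated in the paper's text, and no confidence interval was derived for a gene listed at 0. Between 46 and 49 V_K_ genes were listed at 0 in a *Wapl*+/+ library and 47 or 48 in a *Wapl* ∆P1,2/∆P1,2 library. Single V_K_ genes were tested with limma on log2(percentage + 0.05) where their mean over the 8 libraries was at least 0.05%, which held for 107 genes. Regions of the locus were summed in the gene order of Supplementary Data 1a and compared by a two-sided exact permutation test over all 70 splits of the libraries, with p-values adjusted over the 5 sums of this comparison by the Benjamini-Hochberg method. The experiment numbers of the libraries form 2 series with 2 libraries of each genotype in each, and differences are also given within each series as a candidate batch. For 20 V_K_ genes another V_K_ gene has at least 97% sequence identity, and the paper's text does not state how reads fitting both were assigned.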

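The mean V_K_ profiles of *Wapl*+/+ and *Wapl* ∆P1,2/∆P1,2 pre-B cells differed by 13.7 percentage points, which is the share of joints that would have to move between V_K_ genes to turn one profile into the other (one-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 libraries allow). Over all splits of the libraries the median distance was 4.17 points, and pairs of libraries differed on average by 3.67 points within *Wapl*+/+ and by 6.93 points within *Wapl* ∆P1,2/∆P1,2. Across all V_K_ genes, which are not independent replicates, the mean percentages of the genotypes correlated with a Pearson's r of 0.921 and a Spearman's rho of 0.971. Of the 107 genes tested, 72 had a limma adjusted p-value below 0.05, 23 of them higher and 49 lower in *Wapl* ∆P1,2/∆P1,2 pre-B cells, and 74 genes had an unadjusted p-value below 0.05. In 63 of all 107 tested genes the libraries of the genotypes did not overlap, a separation that chance gives for 2.86% of genes, and 62 of these were among the 72. The absolute log2 fold change exceeded 1 in 7 genes and was at most 1.38. The median log2 fold change of the tested genes was -0.18. Holm's adjustment, the alternative that moved the count most, left 44 genes. The 77 V_K_ genes in forward orientation took 37.9% ± 0.20 (SD, n = 4) of the joints in *Wapl*+/+ and 36.5% ± 0.969 (SD, n = 4) in *Wapl* ∆P1,2/∆P1,2 pre-B cells, a difference of -1.43 percentage points (exact permutation test, adjusted p = 0.0714). In 3 of the 4 *Wapl* ∆P1,2/∆P1,2 libraries this share was below that of every *Wapl*+/+ library, and the difference was -1.67 points within one series of experiment numbers and -1.18 points within the other. The paper had reasoned that higher Wapl expression may impair loop extrusion and with it V_K_-J_K_ rearrangement. It describes the frequencies of the individual V_K_ genes in Fig. 1b as largely similar, with differences in some regions. From these, the use of J_K_ elements and its Hi-C maps it concludes that the effect was minimal.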

Unexpectedly however, systematic analysis of V_K_-J_K_ recombination by the VDJ-seq method^37^ revealed that individual V_K_ genes along the entire *Igk* locus rearranged at a largely similar frequency in *Wapl*^∆P1,2/∆P1,2^ and *Wapl*^+/+^ pre-B cells (Fig. 1b and Supplementary Data 1a), regardless of their forward or reverse orientation (Supplementary Fig. 1b). 

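V_K_2-137, listed as IGKV2-137, lies in forward orientation on mouse chromosome 6 from 67505630 to 67506210 (mm9) and is the V_K_ gene farthest from the J_K_ elements. It took 1.07% ± 0.0406 (SD, n = 4) of the joints in *Wapl*+/+ and 1.14% ± 0.0740 (SD, n = 4) in *Wapl* ∆P1,2/∆P1,2 pre-B cells, a log2 fold change of 0.09 (standard error 0.08, limma adjusted p = 0.314). V_K_1-135 (IGKV1-135), also in forward orientation from 67559739 to 67560502, took 4.43% ± 0.183 (SD, n = 4) and 4.87% ± 0.330 (SD, n = 4), a log2 fold change of 0.13 (standard error 0.07, limma adjusted p = 0.0861). The libraries of both genotypes overlapped for each gene. Together these genes made up 5.50% ± 0.209 (SD, n = 4) of the joints in *Wapl*+/+ and 6.01% ± 0.395 (SD, n = 4) in *Wapl* ∆P1,2/∆P1,2 pre-B cells, a difference of 0.512 percentage points that did not pass the exact permutation test (adjusted p = 0.114). The sum was higher in 3 of the 4 *Wapl* ∆P1,2/∆P1,2 libraries than in every *Wapl*+/+ library. Within the series of experiment numbers the difference was 0.639 and 0.386 points. It rose to 0.660 points and passed the test when 1 of the *Wapl* ∆P1,2/∆P1,2 libraries was left out.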

Even the most distal V_K_ genes (V_K_2-137, V_K_1-135) at the 5’ end of the *Igk* locus recombined at similar frequencies in both pre-B cell types. 

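The 11 V_K_ genes nearest to the J_K_ elements apart from V_K_3-1, from V_K_3-2 to V_K_3-12, took 5.00% ± 0.544 (SD, n = 4) of the joints in *Wapl*+/+ and 8.21% ± 0.744 (SD, n = 4) in *Wapl* ∆P1,2/∆P1,2 pre-B cells. The 23 central genes from V_K_4-79 to V_K_10-96 took 16.4% ± 0.706 (SD, n = 4) and 25.1% ± 2.73 (SD, n = 4). The 15 distal genes from V_K_9-120 to V_K_1-133, the name that Supplementary Data 1a gives at the distal end of this region, took 11.0% ± 0.489 (SD, n = 4) and 6.48% ± 0.408 (SD, n = 4). For each of the 3 regions every *Wapl* ∆P1,2/∆P1,2 library lay on the same side of every *Wapl*+/+ library (exact permutation test, adjusted p = 0.0476). As the study chose these regions on the same libraries, neither the separation nor the p-value is independent evidence. The proximal difference was 2.54 percentage points in one series of experiment numbers and 3.88 points in the other, the central difference 10.0 and 7.41 points, and the distal difference -4.79 and -4.32 points. With group medians in place of means, the differences of 3.32, 8.72 and -4.51 points were close to those of the means. The exact test cannot decide on medians of 4 against 4 libraries. Exchanging the libraries on either side of the gap leaves both medians unchanged, so that even fully separated groups cannot pass.
Adjusted over all genes tested, limma called 6 of the 8 tested proximal genes and 14 of the 16 tested central genes higher in *Wapl* ∆P1,2/∆P1,2 pre-B cells, and 11 of the 13 tested distal genes lower. The counts adjusted over the list alone were the same, which is not independent evidence, as the study chose these regions on the same libraries. V_K_9-123 was called higher within the distal region, with a log2 fold change of 0.30 (standard error 0.09, limma adjusted p = 0.00501), and was picked after its value was seen. Because the shares of a library sum to a fixed total, gains in the proximal and central regions lower all other shares. This effect was not separated from the lower calls in this comparison. Outside the 3 regions, 40 of 70 tested genes were called, 38 of them lower in *Wapl* ∆P1,2/∆P1,2 pre-B cells, with a median log2 fold change of -0.24. The other two, V_K_6-32 (log2 fold change 0.17, limma adjusted p = 0.0369) and V_K_4-78 (0.20, limma adjusted p = 0.0241), were likewise picked after their values were seen and kept an adjusted p-value below 0.05 in 4 of the 8 fits that each left out 1 library.
V_K_4-92 (IGKV4-92, 68705032 to 68705587, reverse orientation) had the largest increase, from 0.449% ± 0.0237 (SD, n = 4) to 1.22% ± 0.245 (SD, n = 4), a log2 fold change of 1.33 (standard error 0.11, limma adjusted p = 5.8e-08). V_K_3-10 (IGKV3-10, 70522627 to 70523224, forward), which is 97.7% identical to V_K_3-5, rose from 0.641% ± 0.0742 (SD, n = 4) to 1.52% ± 0.149 (SD, n = 4), by 1.18 on the log2 scale (standard error 0.09, limma adjusted p = 3.5e-08). V_K_1-88 (IGKV1-88, 68812259 to 68813025, reverse), whose listed span contains the E88 enhancer, rose from 1.40% ± 0.0897 (SD, n = 4) to 2.83% ± 0.407 (SD, n = 4), by 0.98 (standard error 0.09, limma adjusted p = 2.0e-07). The largest decrease was that of V_K_1-132 (IGKV1-132, 67709694 to 67710407, forward), from 0.249% ± 0.0164 (SD, n = 4) to 0.0653% ± 0.00557 (SD, n = 4), a log2 fold change of -1.38 (standard error 0.10, limma adjusted p = 1.6e-08). V_K_1-133 (IGKV1-133, 67674908 to 67675655, forward) fell from 0.476% ± 0.124 (SD, n = 4) to 0.155% ± 0.0227 (SD, n = 4), a log2 fold change of -1.34 (standard error 0.15, limma adjusted p = 1.3e-06). V_K_1-122 (IGKV1-122, 67966736 to 67967482, forward) fell from 0.946% ± 0.0608 (SD, n = 4) to 0.407% ± 0.0632 (SD, n = 4), a log2 fold change of -1.13 (standard error 0.10, limma adjusted p = 1.1e-07). Among the other genes at the ends of the regions, V_K_3-12, V_K_4-79 and V_K_10-96 rose by 0.83, 0.49 and 0.29 on the log2 scale and V_K_9-120 changed by -0.56 (limma adjusted p = 7.6e-06, 4.4e-05, 0.00400 and 3.6e-06), whereas V_K_3-2 changed by 0.15 (limma adjusted p = 0.154).

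**Figure D1:**
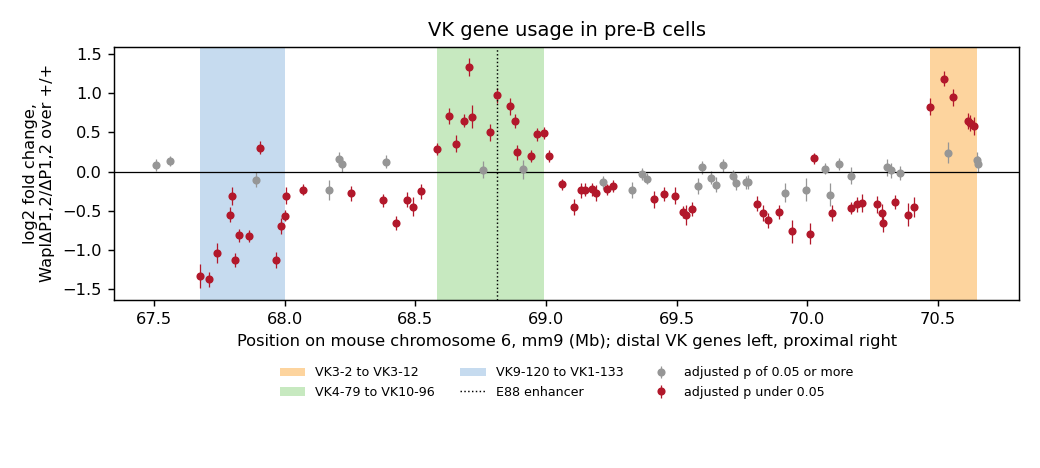
Log2 fold change of each tested V_K_ gene in *Wapl* ∆P1,2/∆P1,2 over *Wapl*+/+ pre-B cells against its position on chromosome 6 (mm9, Mb). Points are limma estimates from 4 libraries per genotype and bars their standard errors, red where the adjusted p-value is below 0.05. Shading marks the 3 regions and the dotted line the E88 enhancer. All 16 tested genes of the central region lie above 0.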

Differences in recombination frequency were primarily observed for the most 3’ proximal V_K_ genes (V_K_3-2 to V_K_3-12) and some central V_K_ genes (V_K_4-79 to V_K_10-96) that rearranged more efficiently in *Wapl*^∆P1,2/∆P1,2^ pre-B cell, while certain distal V_K_ genes (V_K_9-120 to V_K_11-133) rearranged better in *Wapl*^+/+^ pre-B cells (Fig. 1b and Supplementary Fig. 1c).

**Fig. 1:**
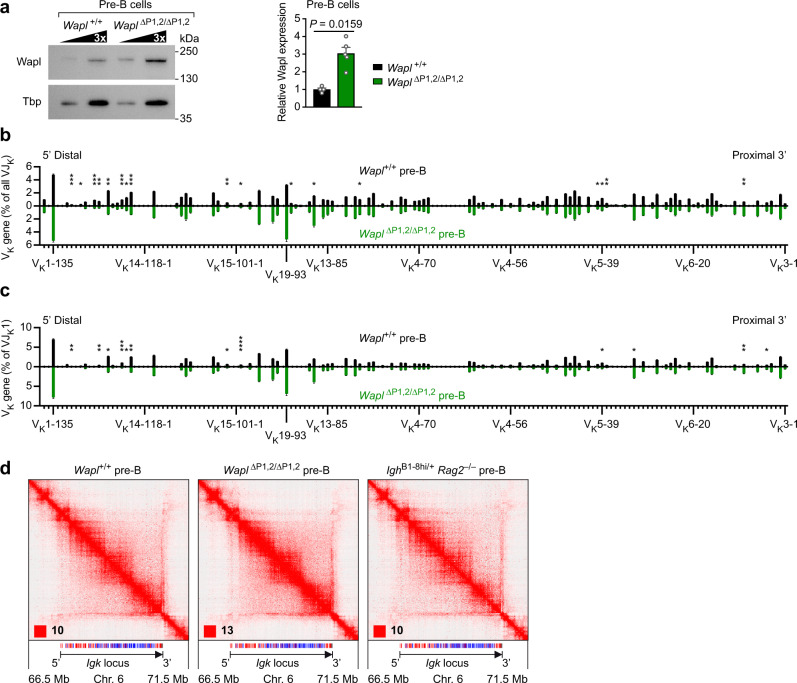
Efficient V_K_-J_K_ rearrangements and long-range interactions across the *Igk* locus upon high Wapl expression in *Wapl*^∆P1,2/∆P1,2^ pre-B cells. **a** Wapl expression in ex vivo sorted pre-B cells from the bone marrow of *Wapl*^+/+^ (black) and *Wapl*^∆P1,2/∆P1,2^ (green) mice, as determined by immunoblot analysis of threefold serially diluted whole-cell extracts with antibodies detecting Wapl or the TATA-binding protein (Tbp; loading control). Marker proteins of the indicated size (in kilodaltons, kDa) are shown to the right. The quantification of four independent immunoblot experiments is indicated to the right. Statistical data are shown as mean values with SEM and were analyzed with the Student’s *t*-test (unpaired and two-tailed). **b**, **c** V_K_ gene recombination analysis of ex vivo sorted *Wapl*^+/+^ and *Wapl*^∆P1,2/∆P1,2^ pre-B cells, as determined by VDJ-seq experiments^37^. The VDJ-seq data obtained with *Wapl*^+/+^ (black) and *Wapl*^∆P1,2/∆P1,2^ (green) pre-B cells are shown in the upper and lower part, respectively. The recombination frequency of each V_K_ gene is indicated as a percentage of all V_K_-J_K_ (**b**) or only the V_K_-J_K_1 (**c**) rearrangements and is shown as mean value with SEM based on four independent VDJ-seq experiments for each pre-B cell type. The different V_K_ genes (horizontal axis) are aligned according to their position in the *Igk* locus^25^ (Supplementary Data 1a). Statistical data were analyzed by multiple *t*-tests (unpaired and two-tailed) with Holm–Sidak correction; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **d** Hi-C contact matrices of the *Igk* region on chromosome 6, which were determined for ex vivo sorted *Wapl*^+/+^, *Wapl*^∆P1,2/∆P1,2^, and *Igh*^B1-8hi/+^ *Rag2*^–/–^ pre-B cells. The orientation and annotation of the *Igk* locus are shown. The intensity of each pixel represents the normalized number of contacts between a pair of loci^5^. The maximum intensity is indicated in the lower left of each panel (red square). The following resolution of the Hi-C data was calculated as described in Methods; 6.65 kb (*Wapl*^+/+^ pre-B cells), 4.25 kb (*Wapl*^∆P1,2/∆P1,2^ pre-B cells), and 11.8 kb (*Igh*^B1-8hi/+^ *Rag2*^–/–^ pre-B cells). One of two Hi-C experiments performed with pre-B cells of each genotype is shown. The VDJ-seq and Hi-C-seq data are further described in Supplementary Data 3. Source data are provided in the Source Data file.

The majority of primary V_K_-J_K_ rearrangements is known to involve the 5′ most J_K_1 element, while the downstream J_K_2, J_K_4 and J_K_5 elements are mainly used for secondary V_K_-J_K_ recombination occurring during receptor editing^38,39^. The overall frequencies of V_K_ rearrangements involving the 4 functional J_K_ elements were equivalent between *Wapl*^∆P1,2/∆P1,2^ and *Wapl*^+/+^ pre-B cells (Supplementary Fig. 1d) and were comparable to published data^40,41^. Moreover, the recombination frequencies of individual V_K_ genes involving the J_K_1 or J_K_5 element were also largely similar in *Wapl*^∆P1,2/∆P1,2^ and *Wapl*^+/+^ pre-B cells (Fig. 1c and Supplementary Fig. 1e), further indicating that a threefold increase of Wapl expression had only a minimal effect on V_K_-J_K_ recombination across the *Igk* locus.

We next used Hi-C sequencing^5^ to study the long-range interactions at the *Igk* locus in ex vivo sorted pre-B cells from the bone marrow of *Wapl*^∆P1,2/∆P1,2^ and *Wapl*^+/+^ mice (Supplementary Fig. 2a). The Hi-C contact map of the *Igk* locus in *Wapl*^+/+^ pre-B cells revealed that the *Igk* 3′ region, containing the J_K_ elements and *Igk* enhancers, interacted with sequences across the entire *Igk* locus and that the large *Igk* TAD consisted of sub-TADs (Fig. 1d), as previously reported in ref. ^42^. Surprisingly, the Hi-C contact maps of *Wapl*^∆P1,2/∆P1,2^ and *Wapl*^+/+^ pre-B cells were comparable, which was confirmed by the quantification of the Hi-C interaction frequencies at the *Igk* locus (Supplementary Fig. 3a–c). Hence, the *Igk* locus has a similar TAD structure in both pre-B cell types (Fig. 1d). We next performed Hi-C analysis with *Igh*^B1-8hi/+^ *Rag2*^–/–^ pre-B cells, which were generated in the absence of V(D)J recombination due to RAG2 loss by skipping the pro-B cell stage through the expression of the functionally pre-rearranged *Igh* gene B1-8^hi^ (ref. ^43^). Notably, the Hi-C contact map of *Igh*^B1-8hi/+^ *Rag2*^–/–^ pre-B cells was similar to those of *Wapl*^+/+^ and *Wapl*^∆P1,2/∆P1,2^ pre-B cells (Fig. 1d and Supplementary Fig. 3a–c), which indicated that the Hi-C stripe extending from the 3′ end across the entire *Igk* locus is caused by long-range interactions rather than by V_K_-J_K_ rearrangements. We conclude, therefore, that increased Wapl expression in *Wapl*^∆P1,2/∆P1,2^ pre-B cells had a minimal effect on long-range interactions and V_K_ gene rearrangements at the *Igk* locus, which is in marked contrast to the exquisite sensitivity of *Igh* V_H_-DJ_H_ recombination to elevated Wapl levels in *Wapl*^∆P1,2/∆P1,2^ pro-B cells^20^.

### Increased Wapl expression minimally affects the chromosomal architecture of pre-B cells

We next analyzed the chromosomal architecture of the entire genome in *Wapl*^+/+^ and *Wapl*^∆P1,2/∆P1,2^ pre-B cells by interrogating the Hi-C data. Analysis of all identified sequence contacts within the genome revealed that the frequencies of intrachromosomal contacts up to a distance of 5 Mb, which largely generate chromatin loops within TADs^5^, were moderately decreased in *Wapl*^∆P1,2/∆P1,2^ pre-B cells compared with *Wapl*^+/+^ pre-B cells (Fig. 2a). Moreover, the frequencies of contacts over very large distances (>10 Mb), which largely reflect chromosomal compartments^4^, were modestly increased in *Wapl*^∆P1,2/∆P1,2^ pre-B cells relative to *Wapl*^+/+^ pre-B cells (Fig. 2a). Consistent with this finding, visual inspection of the Hi-C contact map of chromosome 1 revealed a well-defined checkerboard pattern for both *Wapl*^∆P1,2/∆P1,2^ and *Wapl*^+/+^ pre-B cells (Fig. 2b). Modest differences are best highlighted by a differential contact map, which displays the difference in contact frequencies between *Wapl*^+/+^ and *Wapl*^∆P1,2/∆P1,2^ pre-B cells (Fig. 2c). This analysis confirmed a relative enrichment of short-range interactions in the TADs of *Wapl*^+/+^ pre-B cells, while long-range interactions in the compartment range were increased in *Wapl*^∆P1,2/∆P1,2^ pre-B cells. However, these minimal differences had no apparent effect on TAD structures and chromatin looping in *Wapl*^∆P1,2/∆P1,2^ pre-B cells, as shown for a zoomed-in region on chromosome 12 (Fig. 2d). This finding is consistent with the observed minor decrease of the median loop length from 250 kb in *Wapl*^+/+^ pre-B cells to 200 kb in *Wapl*^∆P1,2/∆P1,2^ pre-B cells (Fig. 2e and Supplementary Fig. 4a) and with the minimal difference in loop numbers determined for the two pre-B cell types (Supplementary Fig. 4b). Together, these data indicate that a threefold increase of Wapl protein expression had a relatively minor effect on the chromosomal architecture of pre-B cells in marked contrast to the strong effects elicited by a similar increase of Wapl protein expression in pro-B cells^20^.

**Fig. 2:**
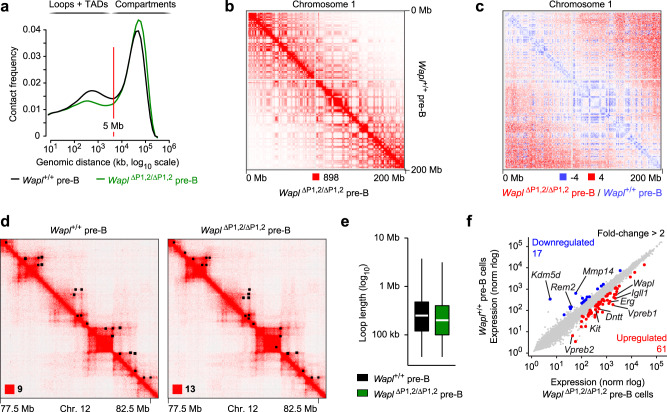
Minor differences in the chromosomal architecture of *Wapl*^+/+^ and *Wapl*^∆P1,2/∆P1,2^ pre-B cells. **a** Frequency distribution of intrachromosomal contacts as a function of the genomic distance using logarithmically increased genomic distance bins, determined by Hi-C analysis of ex vivo sorted *Wapl*^+/+^ (black) and *Wapl*^∆P1,2/∆P1,2^ (green) pre-B cells using HOMER (see Methods). **b** Hi-C contact matrices of chromosome 1, determined for ex vivo sorted *Wapl*^+/+^ and *Wapl*^∆P1,2/∆P1,2^ pre-B cells and plotted at a 500-kb bin resolution with Juicebox^74^. The intensity of each pixel represents the normalized number of contacts between a pair of loci^5^. The maximum pixel intensity is indicated below (red square). **c** Differential Hi-C contact matrix of chromosome 1 displaying the difference in pixel intensity between *Wapl*^+/+^ pre-B and *Wapl*^∆P1,2/∆P1,2^ pre-B cells as the ratio (*Wapl*^∆P1,2/∆P1,2^)/(*Wapl*^+/+^). More interactions (blue) in the TAD range were observed for *Wapl*^+/+^ pro-B cells, while more interactions (red) in the compartment range were detected for *Wapl*^∆P1,2/∆P1,2^ pre-B cells. **d** Hi-C contact matrices of a zoomed-in region on chromosome 12 (mm9; 77,500,000–82,500,000), shown for *Wapl*^+/+^ and *Wapl*^∆P1,2/∆P1,2^ pre-B cells. Black dots indicate loop anchors identified with Juicebox. The maximum pixel intensity is indicated in the lower left of the panel (red square). **e** Distribution of the loop length (in kb). White lines indicate the median and boxes represent the middle 50% of the data. Whiskers denote all values of the 1.5× interquartile range. The median loop length is 250 kb in *Wapl*^+/+^ pre-B cells (black) and 200 kb in *Wapl*^∆P1,2/∆P1,2^ pre-B cells (green). **f** Scatterplot of gene expression differences between *Wapl*^∆P1,2/∆P1,2^ and *Wapl*^+/+^ pre-B cells isolated from the bone marrow of the respective mice. Genes upregulated (red) or downregulated (blue) in *Wapl*^∆P1,2/∆P1,2^ pre-B cell compared with *Wapl*^+/+^ pre-B cells were analyzed with DESeq2 and defined by an expression difference of >2-fold, an adjusted *P* value of <0.05 and a TPM value of >5 in at least one of the two pre-B cell types (Supplementary Data 2). Two RNA-seq experiments were performed with ex vivo sorted pre-B cells of each genotype.

To explore whether the observed architectural changes affect gene expression, we analyzed ex vivo sorted *Wapl*^∆P1,2/∆P1,2^ and *Wapl*^+/+^ pre-B cells by RNA-sequencing, which identified 61 upregulated and 17 downregulated genes with an expression difference of >2-fold in *Wapl*^∆P1,2/∆P1,2^ pre-B cells relative to *Wapl*^+/+^ pre-B cells (Fig. 2f and Supplementary Data 2). The differentially expressed genes code for proteins of distinct functional classes, including several surface proteins, signal transducers, and metabolic enzymes (Supplementary Fig. 4c and Supplementary Data 2). Notably, the genes encoding the surrogate light chains VpreB1, VpreB2, and Igλ (*Igll1*), the surface receptor Kit, and the terminal deoxynucleotidyl transferase (*Dntt*) were expressed at a higher level in *Wapl*^∆P1,2/∆P1,2^ pre-B cells compared with *Wapl*^+/+^ pre-B cells (Fig. 2f), where these genes are normally downregulated in response to pre-B cell receptor signaling^44^. The same expression analysis of *Wapl*^∆P1,2/∆P1,2^ and *Wapl*^+/+^ pro-B cells previously identified a higher number of differentially expressed genes, as 161 genes were upregulated and 159 genes were downregulated upon increased Wapl expression in pro-B cells^20^. There was, however, only a small overlap between the differentially expressed genes in pro-B and pre-B cells, with 16 upregulated and eight downregulated genes being present in both datasets (Supplementary Fig. 4d). These data, therefore, indicated that increased Wapl protein expression had a smaller effect on both differential gene expression and genomic architecture in pre-B cells relative to pro-B cells.

### Wild-type pro-B and pre-B cells strongly differ in their chromosomal architecture

We next investigated the Wapl protein levels in ex vivo sorted pro-B and pre-B cells of *Wapl*^+/+^ mice by immunoblot analysis, which revealed that Wapl was expressed at a 2.2-fold higher level in pre-B cells compared with pro-B cells (Fig. 3a). This result was unexpected, as the *Wapl* mRNA is expressed at the same low level in pro-B and pre-B cells and is increased 4-fold only in immature and mature B cells^20^ (Supplementary Fig. 4e). The discrepancy between *Wapl* mRNA and Wapl protein expression in pre-B cells may indicate that the *Wapl* mRNA is either more efficiently translated in pre-B cells or that the Wapl protein is stabilized by a yet unknown posttranslational mechanism in pre-B cells. As predicted by the 2.2-fold difference in Wapl protein expression between wild-type pro-B and pre-B cells, the chromosomal architecture differed considerably between the two cell types, as indicated by the significantly lower frequencies of intrachromosomal contacts in the TAD range (<5 Mb) and the strongly increased frequencies of long-distance contacts in the compartment range (>10 Mb) in *Wapl*^+/+^ pre-B cells compared with *Wapl*^+/+^ pro-B cells (Fig. 3b). In this context, it is important to note that lower Wapl expression is known to cause a breakdown of compartmentalization, as longer loops interfere with the compartment structure^10,19^. Consistent with this finding, visual inspection of the Hi-C contact map of chromosome 1 revealed a well-defined checkerboard pattern (Fig. 3c), caused by increased compartmentalization (Supplementary Fig. 4f), in Wapl^high^ *Wapl*^+/+^ pre-B cells relative to Wapl^low^ *Wapl*^+/+^ pro-B cells. Moreover, a zoomed-in region on chromosome 16 revealed that the long extension of loops in *Wapl*^+/+^ pro-B cells was not detected in *Wapl*^+/+^ pre-B cells (Fig. 3d), which is consistent with the observed decrease of the median loop length from 375 kb in *Wapl*^+/+^ pro-B cells^20^ to 250 kb in *Wapl*^+/+^ pre-B cells (Fig. 3e) and a 1.8-fold decrease in loop numbers from *Wapl*^+/+^ pro-B cells to *Wapl*^+/+^ pre-B cells (Supplementary Fig. 4g). Importantly, these findings revealed an exquisite sensitivity of loop formation on Wapl dosage, as a 2.2-fold increase of Wapl protein expression from *Wapl*^+/+^ pro-B to *Wapl*^+/+^ pre-B cells resulted in drastic changes of the chromosomal architecture and loop length, while an additional 3-fold increase of Wapl protein expression from *Wapl*^+/+^ pre-B cells to *Wapl*^∆P1,2/∆P1,2^ pre-B cells had only a minimal effect on chromosomal architecture and loop length (Supplementary Fig. 4h).

**Fig. 3:**
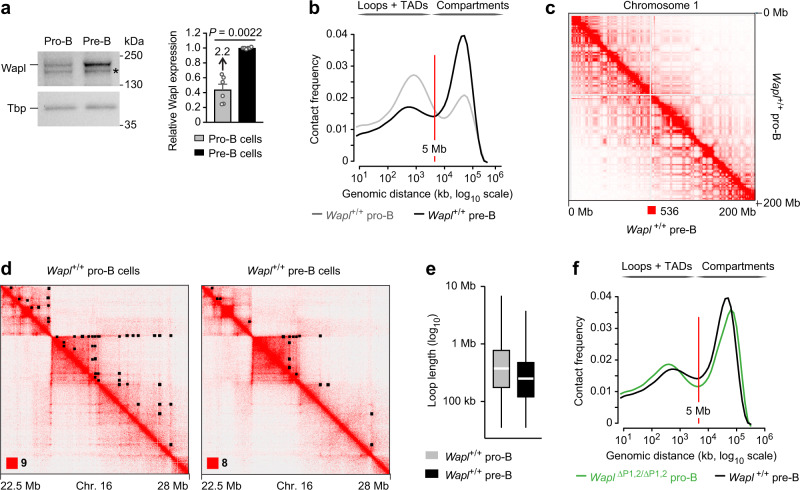
Wild-type pro-B and pre-B cells strongly differ in their chromosomal architecture. **a** Wapl protein expression in ex vivo sorted *Rag2*^–/–^ pro-B (gray) and wild-type pre-B (black) cells from the bone marrow, as determined by immunoblot analysis of whole-cell extracts with antibodies detecting Wapl or Tbp (loading control). Marker proteins of the indicated size (in kilodaltons, kDa) are shown to the right. A non-specific band is indicated by an asterisk. One of 5 independent experiments is shown, and the quantification of all immunoblot experiments is indicated to the right. Statistical data are shown as mean values with SEM and were analyzed with the Student’s *t*-test (unpaired and two-tailed). **b** Comparison of the frequency distribution of intrachromosomal contacts between pro-B and pre-B cells of *Wapl*^+/+^ mice. The frequency distribution of intrachromosomal contacts was determined as a function of the genomic distance using logarithmically increased genomic distance bins, based on the Hi-C data of *Wapl*^+/+^ pre-B cells (black, this study) and published Hi-C data of short-term cultured *Wapl*^+/+^ pro-B cells (gray)^20^. **c** Hi-C contact matrices of chromosome 1, determined for *Wapl*^+/+^ pro-B and *Wapl*^+/+^ pre-B cells, were plotted at a 500-kb bin resolution with Juicebox^74^. The maximum pixel intensity is indicated below (red square). **d** Hi-C contact matrices of a zoomed-in region on chromosome 16 (mm9; 22,500,000–28,000,000), shown for *Wapl*^+/+^ pro-B and pre-B cells. Black dots indicate loop anchors identified with Juicebox^74^. **e** Distribution of the loop length (in kb) in *Wapl*^+/+^ pro-B (gray) and pre-B (black) cells. White lines indicate the median and boxes represent the middle 50% of the data. Whiskers denote all values of the 1.5× interquartile range. The median loop length is 375 kb in *Wapl*^+/+^ pro-B cells and 250 kb in *Wapl*^+/+^ pre-B cells. **f** Comparison of the frequency distribution of intrachromosomal contacts between *Wapl*^+/+^ pre-B cells (black) and *Wapl*^∆P1,2/∆P1,2^ pro-B cells (green)^20^, as described in (**b**). Source data are provided in the Source Data file.

Notably, *Wapl*^∆P1,2/∆P1,2^ pro-B cells and *Wapl*^+/+^ pre-B cells exhibited a similar chromosomal architecture, which was manifested by their comparable contact frequency distributions of intrachromosomal contacts (Fig. 3f), similar patterns of A- and B-type compartmentalization (Supplementary Fig. 5a, b) and comparable loop numbers and lengths (Supplementary Fig. 5c, d). The observed similarities are consistent with a similar Wapl protein increase in *Wapl*^∆P1,2/∆P1,2^ pro-B cells (threefold) and *Wapl*^+/+^ pre-B cells (2.2-fold) compared with *Wapl*^+/+^ pro-B cells (Fig. 3a)^20^. Together these data, therefore, demonstrate that wild-type pro-B and pre-B cells strongly differ in their chromosomal architecture, which is likely caused by the observed 2.2-fold difference in Wapl protein expression between the two cell types.

### V_K_ gene recombination across the *Igk* locus in both Wapl^high^ and Wapl^low^ pro-B cells

As pro-B cells have a distinct chromosomal architecture, already undergo contraction of the *Igk* locus^35^ and rearrange V_K_ genes at a low frequency^34,41^, we next investigated the V_K_ gene recombination pattern by VDJ-seq in ex vivo sorted pro-B cells (CD19^+^B220^+^IgM^–^IgD^–^Kit^+^CD25^–^) from the bone marrow of *Wapl*^+/+^ and *Wapl*^∆P1,2/∆P1,2^ mice (Supplementary Fig. 2b). 

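The pro-B experiment comprised 6 libraries of *Wapl*+/+ and 6 of *Wapl* ∆P1,2/∆P1,2 mice, made, deposited and rescaled in the same way as those of pre-B cells. The deposited percent values of all V_K_ genes together were between 0.0740% and 0.176% per *Wapl*+/+ library (median 0.145%) and between 0.152% and 0.377% per *Wapl* ∆P1,2/∆P1,2 library (median 0.258%). The number of V_K_ genes listed at 0 was between 53 and 102 in *Wapl*+/+ (median 60) and between 55 and 65 in *Wapl* ∆P1,2/∆P1,2 libraries (median 62). The *Wapl*+/+ library with 102 genes at 0 had no value above 0 smaller than 0.610% of its joints, whereas the smallest value above 0 was between 0.0398% and 0.0840% in the other *Wapl*+/+ libraries. In the units described for pre-B cells, the V_K_ genes summed to 164 in that library and to between 1191 and 2514 in the other 5 *Wapl*+/+ libraries. In *Wapl* ∆P1,2/∆P1,2 libraries the sum was between 2016 and 6892 (exact permutation test, p = 0.00433). A unit may be a fraction of a sequence and may differ between libraries, so that this test compares numbers of sequences only roughly. The limma test covered 104 V_K_ genes, and the exact permutation tests 924 splits of the libraries, for which the smallest possible p-value is 0.00216. The experiment numbers again form 2 series, here with 3 libraries of each genotype in each. *Wapl*+/+ pro-B cells were also compared with *Wapl*+/+ pre-B cells, with 105 genes tested by limma and 210 splits of the 10 libraries, which allow no p-value below 0.00476. In that comparison only 1 of the series holds libraries of both cell types.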

Notably, V_K_ gene recombination was observed along the entire *Igk* locus and involved the different J_K_ elements at a similar frequency in both pro-B cell types, regardless of low (*Wapl*^+/+^) or high (*Wapl*^∆P1,2/∆P1,2^) Wapl expression and independent of the V_K_ gene orientation (Fig. 4a and Supplementary Fig. 6a–c). 

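In pro-B libraries other than that with 102 genes listed at 0, between 98 and 110 of the V_K_ genes were listed above 0. There were 55 V_K_ genes above 0 in all 20 pre-B and pro-B libraries and 46 at 0 in all of them. Forward-oriented V_K_ genes took 45.7% ± 1.86 (SD, n = 6) of the joints in *Wapl*+/+ and 40.7% ± 1.94 (SD, n = 6) in *Wapl* ∆P1,2/∆P1,2 pro-B cells, a difference of -5.04 percentage points (exact permutation test, adjusted p = 0.00649). The share was below that of every *Wapl*+/+ library in 5 of the 6 *Wapl* ∆P1,2/∆P1,2 libraries, and the difference was -6.22 and -3.86 points within the series of experiment numbers. Without V_K_1-135 and V_K_19-93, the 2 most used genes, it was -1.03 points and no longer passed the test. The frequencies of the single J_K_ elements were not analysed here.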

The V_K_ gene recombination pattern was quite similar between *Wapl*^+/+^ and *Wapl*^∆P1,2/∆P1,2^ pro-B cells (Fig. 4a). However, the most 3′ proximal V_K_ genes (V_K_3-4 to V_K_3-12) and central V_K_ genes (V_K_4-86 to V_K_10-95) rearranged more efficiently in *Wapl*^∆P1,2/∆P1,2^ pro-B cells compared with *Wapl*^+/+^ pro-B cells (Supplementary Fig. 6b) similar to the observed increased recombination frequency of these V_K_ genes in *Wapl*^∆P1,2/∆P1,2^ pre-B cells relative to *Wapl*^+/+^ pre-B cells (Supplementary Fig. 1c). 

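The mean profiles of *Wapl*+/+ and *Wapl* ∆P1,2/∆P1,2 pro-B cells were 22.3 percentage points apart (one-sided exact permutation test, p = 0.00216). Libraries of one genotype were on average 21.5 points apart in *Wapl*+/+ and 14.2 points apart in *Wapl* ∆P1,2/∆P1,2, and the median over all splits of the 12 libraries was 9.41 points. Across the V_K_ genes, which are not independent replicates, Pearson's r between the mean percentages was 0.859 and Spearman's rho 0.952. By limma, 27 of the 104 tested genes had an adjusted p-value below 0.05, with 13 higher and 14 lower in *Wapl* ∆P1,2/∆P1,2 pro-B cells, and 40 genes had an unadjusted p-value below 0.05. The libraries of the genotypes did not overlap in 16 of all 104 tested genes, where chance gives 0.216% of genes, and 15 of these were among the 27. The absolute log2 fold change exceeded 1 in 31 tested genes, 18 of them called, and was at most 2.58. Holm's adjustment left 7 genes. The count also depended on single libraries. It was 49 without the *Wapl*+/+ library with 102 genes at 0 and 16 without 1 of the *Wapl* ∆P1,2/∆P1,2 libraries. The median log2 fold change of all tested genes was -0.26. Centring each library on its median, an alternative chosen after seeing the data, raised the log2 fold changes by 0.33 and called 22 genes, 17 higher and 5 lower, of which 18 were among the 27.
V_K_6-23 (IGKV6-23, 70210403 to 70210927 on chromosome 6, mm9, reverse orientation) showed the largest decrease, from 0.887% ± 0.247 (SD, n = 6) of the joints in *Wapl*+/+ to 0.131% ± 0.0920 (SD, n = 6) in *Wapl* ∆P1,2/∆P1,2 pro-B cells, a log2 fold change of -2.48 (standard error 0.39, limma adjusted p = 0.00100). V_K_17-127 (IGKV17-127, 67811153 to 67811653, forward), which is 98.2% identical to V_K_17-121, fell from 1.16% ± 0.47 (SD, n = 6) to 0.313% ± 0.121 (SD, n = 6), a log2 fold change of -1.72 (standard error 0.34, limma adjusted p = 0.00293). For V_K_1-122 the percentages were 0.546% ± 0.220 (SD, n = 6) and 0.161% ± 0.0527 (SD, n = 6), a log2 fold change of -1.48 (standard error 0.36, limma adjusted p = 0.0118). All 3 genes kept an adjusted p-value below 0.05 in each of the 12 fits that left out 1 library.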

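The 9 proximal V_K_ genes from V_K_3-4 to V_K_3-12 took 2.45% ± 0.764 (SD, n = 6) of the joints in *Wapl*+/+ and 8.06% ± 0.958 (SD, n = 6) in *Wapl* ∆P1,2/∆P1,2 pro-B cells (exact permutation test, adjusted p = 0.00433), and every *Wapl* ∆P1,2/∆P1,2 library lay above every *Wapl*+/+ library. The difference was 5.35 percentage points in one series of experiment numbers and 5.86 points in the other. The 12 central genes from V_K_4-86 to V_K_10-95 took 18.1% ± 3.46 (SD, n = 6) and 28.2% ± 4.59 (SD, n = 6) (exact permutation test, adjusted p = 0.00577), with 5 of the 6 *Wapl* ∆P1,2/∆P1,2 libraries above every *Wapl*+/+ library. Within the series the central difference was 5.99 and 14.2 points. Called higher by limma were 4 of 5 tested proximal genes and 6 of 9 tested central genes, or 5 and 6 when adjusted over the list alone. Neither these counts nor the permutation tests are independent evidence, as the study chose these regions on the same libraries. With each library centred on its median, 5 and 6 genes were called. Outside these regions 14 of 90 tested genes were called lower and 3 higher, of which V_K_5-48, V_K_4-53 and V_K_4-79 were the higher ones, with log2 fold changes of 1.75, 1.51 and 0.84 (limma adjusted p = 0.0373, 0.0384 and 0.0189). These genes were picked after their values were seen. 1 *Wapl*+/+ library listed V_K_5-48 and V_K_4-53 at 0, and their adjusted p-values were below 0.05 in 5 and 4 of the 12 fits that each left out 1 library. After centring, 6 genes outside the regions were called higher and 5 lower.
The 3 genes with the largest increases were V_K_3-10, V_K_3-7 and V_K_3-5, each listed at 0 in 1 of the 6 *Wapl*+/+ libraries, so that their fold changes depend on the pseudocount. V_K_3-10 rose from 0.643% ± 0.336 (SD, n = 6) to 3.04% ± 0.433 (SD, n = 6), a log2 fold change of 2.58 (standard error 0.56, limma adjusted p = 0.00468), and between 1.91 and 2.78 with each library left out in turn. V_K_3-7 (IGKV3-7, 70557431 to 70558030, forward orientation) rose from 0.448% ± 0.316 (SD, n = 6) to 1.53% ± 0.403 (SD, n = 6), by 2.06 on the log2 scale (standard error 0.54, limma adjusted p = 0.0173). V_K_3-5 (IGKV3-5, 70613292 to 70613889, forward), the near-identical partner of V_K_3-10, rose from 0.313% ± 0.198 (SD, n = 6) to 0.994% ± 0.216 (SD, n = 6), by 1.84 (standard error 0.49, limma adjusted p = 0.0189). At the ends of the regions, V_K_3-12 rose by 1.65 (limma adjusted p = 0.00468), V_K_10-95, which is 97% identical to V_K_10-94, by 0.66 (limma adjusted p = 0.0206) and V_K_4-86 by 0.69 (limma adjusted p = 0.0234, but not below 0.05 in 3 of the 12 fits that left out 1 library). V_K_3-4 rose by 1.05, which did not pass the threshold (limma adjusted p = 0.0582).
Over the same genes, the log2 ratio of *Wapl* ∆P1,2/∆P1,2 to *Wapl*+/+ shares was 1.72 in pro-B and 0.91 in pre-B cells for the proximal region, a difference of 0.81 (exact permutation test of 44100 relabellings of the cell types, adjusted p = 0.00905). For the central region these ratios were 0.64 and 0.77, a difference of -0.13 that did not pass the test (exact permutation test, adjusted p = 0.508). Across the 104 genes tested in both cell types, which are not independent replicates, the log2 fold changes between the genotypes correlated with a Pearson's r of 0.735 and a Spearman's rho of 0.70. The observed r was the largest among all 924 splits of the pro-B libraries, whose median absolute r was 0.351. The log2 fold change had the same sign in 81 genes, and all 22 genes called in both cell types changed in the same direction, 11 upwards and 11 downwards.

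**Figure D2:**
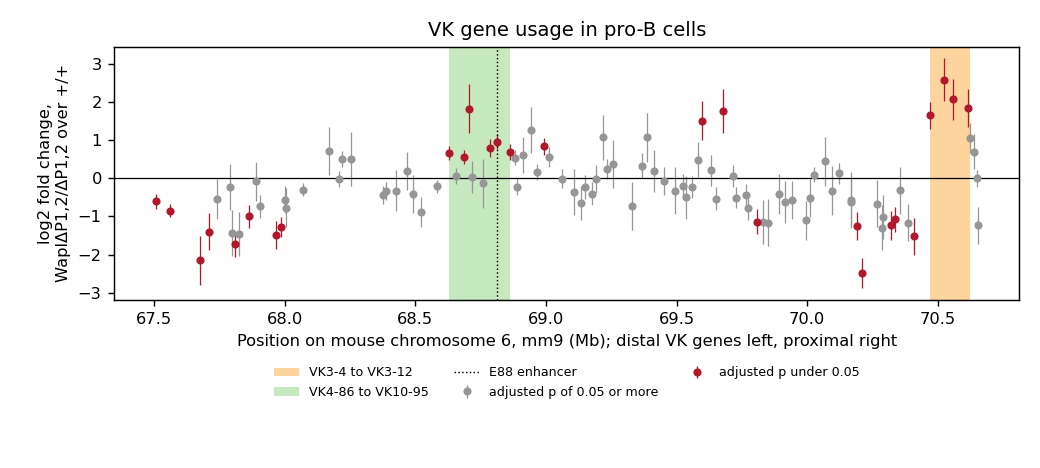
Log2 fold change of each tested V_K_ gene in *Wapl* ∆P1,2/∆P1,2 over *Wapl*+/+ pro-B cells against its position on chromosome 6 (mm9, Mb). Points are limma estimates from 6 libraries per genotype and bars their standard errors, red where the adjusted p-value is below 0.05. Shading marks the 2 regions and the dotted line the E88 enhancer. All 5 tested proximal genes and 8 of the 9 tested central genes lie above 0, or all 9 after centring each library on its median.

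**Figure D3:**
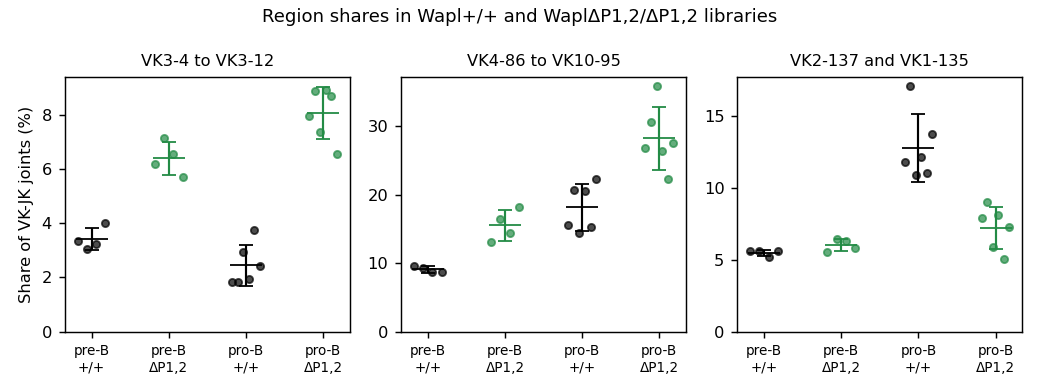
Share of V_K_-J_K_ joints (%) taken by the proximal genes, the central genes, and V_K_2-137 with V_K_1-135 in each library of pre-B and pro-B cells of *Wapl*+/+ (+/+, black) and *Wapl* ∆P1,2/∆P1,2 (∆P1,2, green) mice. Each point is a library, horizontal lines are means and bars SDs (n = 4 in pre-B and 6 in pro-B cells). In both cell types every *Wapl* ∆P1,2/∆P1,2 library has a higher proximal share than every *Wapl*+/+ library.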

Notably, a direct comparison of the V_K_ gene recombination pattern between *Wapl*^+/+^ pro-B and *Wapl*^+/+^ pre-B cells revealed that the V_K_ genes in the 3′ half of the *Igk* locus up to the V_K_4-79 gene rearranged better in *Wapl*^+/+^ pre-B cells, while the more distal V_K_ genes recombined more efficiently in *Wapl*^+/+^ pro-B cells (Supplementary Fig. 6d), as previously described^41^. 

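The 94 V_K_ genes from V_K_3-1 to V_K_4-79 took 56.8% ± 0.658 (SD, n = 4) of the joints in *Wapl*+/+ pre-B cells and 37.7% ± 5.03 (SD, n = 6) in *Wapl*+/+ pro-B cells, a difference of -19.1 percentage points (exact permutation test, adjusted p = 0.00476). Every pro-B library lay below every pre-B library. In the series of experiment numbers that holds both cell types, the difference was -20.8 points. By limma, 20 of the 105 tested genes had an adjusted p-value below 0.05, with 11 higher and 9 lower in pro-B cells, and 35 had an unadjusted p-value below 0.05. Both the count and its direction depended on the setting. Without any single pre-B library between 3 and 6 genes were called, none of them lower. The calls were 15 higher and 29 lower without the pro-B library with 102 genes at 0, 17 and 46 with limma's array weights, 11 and 28 on percentages without a logarithm, 3 and 0 with Holm's adjustment, and 2 and 1 with the series of experiment numbers as a covariate, which only 1 series with both cell types informs. In 37 of all 105 tested genes the libraries of the cell types did not overlap, a separation expected by chance in 0.952% of genes, and 19 of these were among the 20. Up to V_K_4-79, 59 of 63 tested genes had a negative log2 fold change, and 9 were called lower and 1 higher in pro-B cells. The gene called higher was V_K_8-34 (log2 fold change 1.15, limma adjusted p = 0.0348), which was picked after its value was seen and passed in 3 of the 10 fits that left out 1 library. Among the more distal genes, 10 of 42 were called higher and none lower, while 20 had a positive and 22 a negative log2 fold change. The median log2 fold change of all tested genes was -0.65, and -0.47 without the pro-B library with 102 genes at 0. Centring each library on its median, which was chosen after seeing the data, raised the log2 fold changes by 0.35. The calls were then 15 genes higher and none lower in pro-B cells, 11 of which were among the 20, with 26 of the distal genes above 0 and 53 of the others below 0.
V_K_1-135 increased from pre-B to pro-B cells to 11.3% ± 2.48 (SD, n = 6), a log2 fold change of 1.32 (standard error 0.15, limma adjusted p = 0.00011). V_K_10-95 (IGKV10-95, 68630373 to 68630842, forward orientation) increased from 1.31% ± 0.0676 (SD, n = 4) to 3.22% ± 0.920 (SD, n = 6), by 1.22 on the log2 scale (standard error 0.19, limma adjusted p = 0.00200). V_K_19-93 (IGKV19-93, 68686291 to 68686758, reverse) increased from 2.94% ± 0.163 (SD, n = 4) to 6.90% ± 2.03 (SD, n = 6), by 1.17 (standard error 0.20, limma adjusted p = 0.00302). V_K_8-18 (IGKV8-18, 70305871 to 70306439, forward), which is 98.2% identical to V_K_8-26, decreased from 0.20% ± 0.0225 (SD, n = 4) to 0.0433% ± 0.0564 (SD, n = 6), a log2 fold change of -1.63 (standard error 0.45, limma adjusted p = 0.0297), with 3 of the pro-B libraries at 0. V_K_6-17 (IGKV6-17, 70321463 to 70321987, forward) had a log2 fold change of -0.95 (standard error 0.26, limma adjusted p = 0.0297). V_K_8-23-1 (IGKV8-23-1, 70190421 to 70190704, forward), whose listed span is identical to V_K_8-16 over 275 aligned bases, decreased from 1.84% ± 0.0752 (SD, n = 4) to 0.981% ± 0.245 (SD, n = 6), a log2 fold change of -0.91 (standard error 0.21, limma adjusted p = 0.0142). With each library left out in turn, the 3 increased genes passed in all 10 fits, V_K_8-18 in 4, and V_K_6-17 and V_K_8-23-1 in 6. With the series of experiment numbers as a covariate, V_K_10-95, V_K_8-18, V_K_6-17, V_K_8-23-1 and V_K_8-34 did not pass (limma adjusted p = 0.0583, 0.143, 0.234, 0.234 and 0.234). V_K_4-79 itself changed by -0.34 (standard error 0.24, limma adjusted p = 0.277), and by 0.0076 after centring.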

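V_K_2-137 and V_K_1-135 were listed above 0 in every pro-B library of either genotype. Together they took 12.8% ± 2.34 (SD, n = 6) of the joints in *Wapl*+/+ and 7.21% ± 1.47 (SD, n = 6) in *Wapl* ∆P1,2/∆P1,2 pro-B cells (exact permutation test, adjusted p = 0.00433), and every *Wapl* ∆P1,2/∆P1,2 library lay below every *Wapl*+/+ library. The difference was -5.47 percentage points in one series of experiment numbers and -5.64 points in the other. In *Wapl* ∆P1,2/∆P1,2 pro-B cells V_K_2-137 was found in 0.949% ± 0.233 (SD, n = 6) of the joints, against 1.45% ± 0.216 (SD, n = 6) in *Wapl*+/+, a log2 fold change of -0.61 (standard error 0.21, limma adjusted p = 0.0398) that passed the threshold in only 3 of the 12 fits that each left out 1 library. V_K_1-135 was found in 6.26% ± 1.27 (SD, n = 6) of the joints of *Wapl* ∆P1,2/∆P1,2 pro-B cells, a log2 fold change of -0.85 relative to *Wapl*+/+ (standard error 0.17, limma adjusted p = 0.00293), which no single library decided. Centred on each library's median, an alternative chosen after seeing the data, V_K_1-135 changed by -0.52 (limma adjusted p = 0.181) and V_K_2-137 by -0.27 (limma adjusted p = 0.456), and neither change was called. The log2 ratio of *Wapl* ∆P1,2/∆P1,2 to *Wapl*+/+ shares of both genes together was -0.82 in pro-B cells and 0.13 in pre-B cells, a difference of -0.95 (exact permutation test, adjusted p = 0.000816). The rearrangements of V_H_ genes in these pro-B cells were not analysed here.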

Importantly, the most distal V_K_ genes (V_K_2-137, V_K_1-135), which are present in forward orientation at the 5’ end of the *Igk* locus, were still able to recombine in *Wapl*^∆P1,2/∆P1,2^ pro-B cells (Fig. 4a), while distal V_H_ genes (also in forward orientation) at the 5’ end of the *Igh* locus fail to recombine in the very same pro-B cells^20^. These data, therefore, suggest that the mechanism of chromatin folding at the *Igk* and *Igh* loci must be fundamentally different in pro-B cells.

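The V_K_ genes up to V_K_4-79 took 38.2% ± 4.90 (SD, n = 6) of the joints in *Wapl* ∆P1,2/∆P1,2 pro-B cells, 0.449 percentage points more than in *Wapl*+/+ pro-B cells (exact permutation test, p = 0.872). This comparison was chosen after seeing the data. The difference was -3.97 points in one series of experiment numbers and 4.87 points in the other, both below the spread between libraries. The paper sets the rearrangement of V_K_ genes in both genotypes and orientations, including the most distal ones, against the published failure of distal V_H_ genes to recombine in *Wapl* ∆P1,2/∆P1,2 pro-B cells, and proposes from this contrast that the loci differ in how their chromatin folds.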

**Fig. 4:**
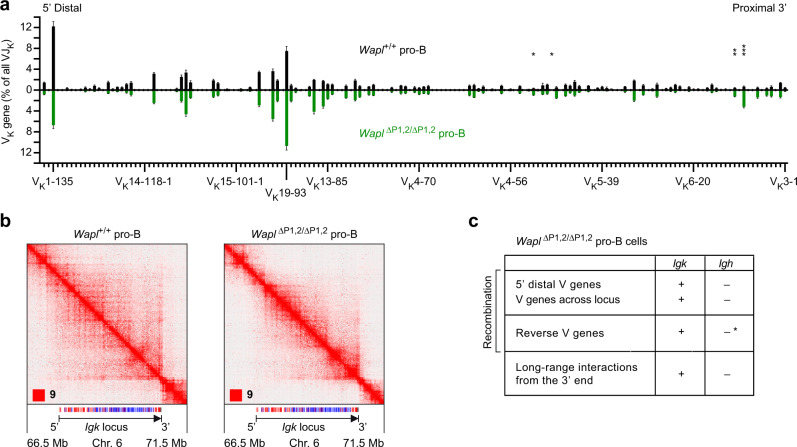
V_K_-J_K_ recombination at the *Igk* locus in Wapl^high^ and Wapl^low^ pro-B cells. **a** V_K_ gene recombination analysis of ex vivo sorted *Wapl*^+/+^ (Wapl^low^; black) and *Wapl*^∆P1,2/∆P1,2^ (Wapl^high^; green) pro-B cells, as determined by VDJ-seq experiments. The recombination frequency of each V_K_ gene is indicated as a percentage of all V_K_-J_K_ rearrangement events and is shown as a mean value with SEM based on six independent VDJ-seq experiments for each pro-B cell type. The different V_K_ genes (horizontal axis) are aligned according to their position in the *Igk* locus^25^ (Supplementary Data 1a). Statistical data were analyzed by multiple *t*-tests (unpaired and two-tailed) with Holm–Sidak correction; *P < 0.05, **P < 0.01, ***P < 0.001. **b** Hi-C contact matrices of the *Igk* region on chromosome 6 based on published Hi-C data of short-term cultured *Wapl*^+/+^ and *Wapl*^∆P1,2/∆P1,2^ pro-B cells^20^. The orientation and annotation of the *Igk* locus are shown. The resolution of the Hi-C data was 6.7 and 7.25 kb for the *Wapl*^+/+^ and *Wapl*^∆P1,2/∆P1,2^ pro-B cells, respectively. **c** Differences in V gene recombination and long-range interactions between the *Igh* and *Igk* locus in *Wapl*^∆P1,2/∆P1,2^ pro-B cells, based on the data shown in Fig. 4 and published data^20^. The loss of recombination of V_H_ genes upon their inversion (indicated by an asterisk) in the *Igh* locus was analyzed in *Igh*^V8-8-inv/V8-8-inv^ and *Igh*^∆890/∆890^ pro-B cells^20^ and upon inversion of the entire V_H_ gene cluster in *v-Abl* immortalized pro-B cells^32^. Source data are provided in the Source Data file.

Hi-C contact maps revealed long-range interactions from the *Igk* 3′ region across the entire *Igk* locus in *Wapl*^+/+^ pro-B cells (Fig. 4b) similar to *Wapl*^+/+^ pre-B cells (Fig. 1d). The structures of the sub-TADs were, however, less well defined in *Wapl*^+/+^ pro-B cells compared with *Wapl*^∆P1,2/∆P1,2^ pro-B cells as the low Wapl expression in *Wapl*^+/+^ pro-B cells resulted in a significant extension of loops within the *Igk* TAD in these cells (Fig. 4b). Consequently, the sub-TAD structures in the V_K_ gene cluster differed between *Wapl*^+/+^ and *Wapl*^∆P1,2/∆P1,2^ pro-B cells, as shown by quantification of the Hi-C interaction frequencies at the *Igk* locus (Supplementary Fig. 3d, f). Surprisingly, the long-range interactions from the *Igk* 3’ region along the *Igk* locus were still formed in *Wapl*^∆P1,2/∆P1,2^ pro-B cells, although at a lower frequency compared with *Wapl*^+/+^ pro-B cells (Fig. 4b and Supplementary Fig. 3d, e). Finally, a direct comparison of the Hi-C contact maps of the *Igk* and *Igh* loci in *Wapl*^∆P1,2/∆P1,2^ pro-B cells by visual inspection highlighted the fact that long-range interactions from the 3’ end were observed across the *Igk* locus but were absent along the *Igh* locus in these Wapl^high^ pro-B cells (Supplementary Fig. 6e).

In summary, the V gene rearrangements at the *Igk* and *Igh* loci differ in three fundamental aspects in *Wapl*^∆P1,2/∆P1,2^ pro-B cells. First, V genes rearrange across the entire *Igk* locus in these Wapl^high^ pro-B cells in marked contrast to the *Igh* locus (Fig. 4a, c). Second, reverse-oriented V genes undergo rearrangements at the *Igk* locus but fail to recombine in the context of the *Igh* locus in pro-B cells (Fig. 4c and Supplementary Fig. 6a). Third, long-range interactions from the 3′ end occur only at the *Igk* locus but not at the *Igh* locus in *Wapl*^∆P1,2/∆P1,2^ pro-B cells (Fig. 4b, c). We conclude therefore that a different chromatin folding principle must operate at the *Igk* locus to promote V_K_ recombination as opposed to the extended loop extrusion model that explains the convergent alignment of RSS sequences of the V_H_ genes and DJ_H_-rearranged element prior to V_H_-DJ_H_ recombination at the *Igh* locus^20^.

### The V_K_ gene region contracts in pre-B cells by folding into multiple different loops

The recently developed Micro-C method, which relies on micrococcal nuclease digestion of fixed chromatin, facilitates genome-wide analysis of the fine-scale chromatin organization at nucleosomal resolution^45,46^. We next employed Micro-C analysis to study the chromatin folding along the *Igk* locus at high resolution in ex vivo sorted *Rag2*^–/–^ pro-B and *Igh*^B1-8hi/+^ *Rag2*^–/–^ pre-B cells (Fig. 5a, b and Supplementary Fig. 7a, b). Notably, the Micro-C contact matrices at the *Igk* locus differed significantly from each other in pro-B and pre-B cells. In pro-B cells, the *Igk* locus consisted of two different TADs, which were present in distinct regions of less accessible compartment B that were separated by a small stretch of transcriptionally active compartment A (Fig. 5a) centered at the E88 enhancer^42^. In contrast, compartment A was present throughout the entire *Igk* locus in pre-B cells (Fig. 5b). As the interactions from the 3′ end across the *Igk* locus appeared to differ between pro-B and pre-B cells, we quantified the interaction frequencies along this stripe (Supplementary Fig. 7c). Notably, the interaction frequencies were specifically increased in the distal half of the *Igk* locus in *Rag2*^–/–^ pro-B cells compared with *Igh*^B1-8hi/+^ *Rag2*^–/–^ pre-B cells (Supplementary Fig. 7c), which may explain the observed preferential V_K_ gene usage in the distal *Igk* region in *Rag2*^+/+^ pro-B cells relative to *Rag2*^+/+^ pre-B cells (Supplementary Figs. 6d, 7d).

**Fig. 5:**
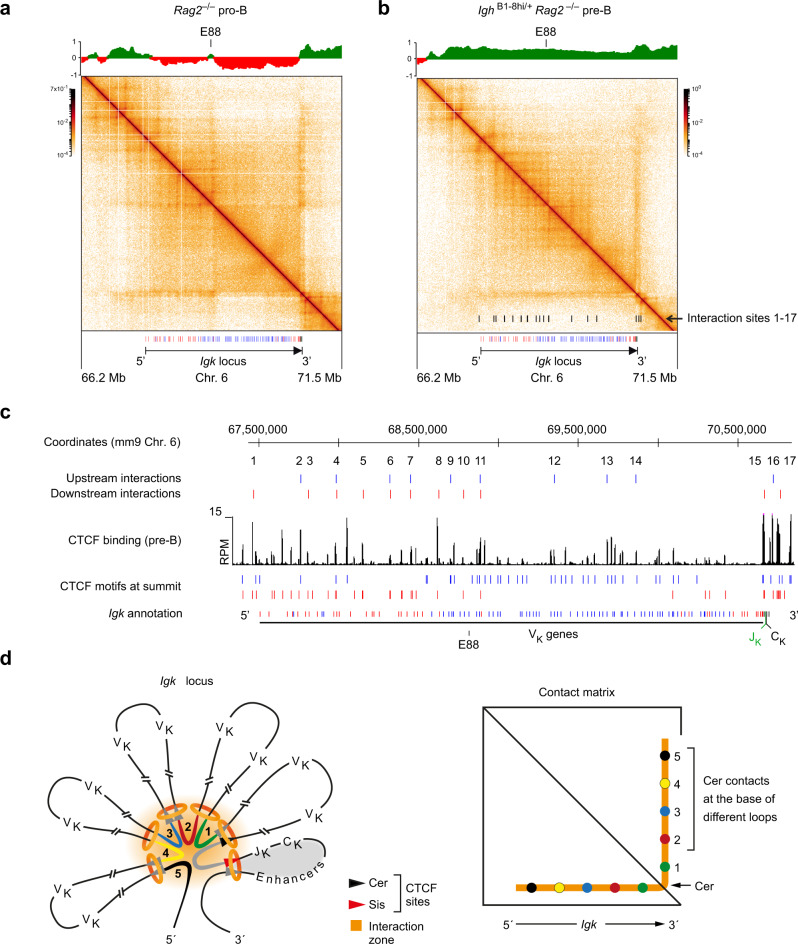
High-resolution mapping of loop interactions at the *Igk* locus in Rag2-deficient pro-B and pre-B cells. **a**, **b** Contact matrices of the *Igk* region (on chromosome 6) in ex vivo sorted *Rag2*^–/–^ pro-B cells (**a**) and *Igh*^B1-8hi/+^ *Rag2*^–/–^ pre-B cells (**b**). The interaction data were determined by Micro-C analysis^45,46^ and are displayed at a 10-kb bin resolution with the HiGlass visualization tool^81^. Each dot on the contact matrix represents the contact intensity between a pair of nucleosomes according to the density scale shown. White lines denote regions that could not be mapped due to too low contact density. The annotation and orientation of the *Igk* locus are shown below. The PC1 (eigenvector) values, which define the compartments A (green) and B (red), are shown above the contact matrices together with the location of the E88 enhancer^42^. The locations of the contact sites that generate the different stripes at the *Igk* locus are indicated as black bars at the bottom of the contact matrix of *Igh*^B1-8hi/+^ *Rag2*^–/–^ pre-B cells (**b**). **c** Location of the mapped loop anchors at the *Igk* locus in *Igh*^B1-8hi/+^ *Rag2*^–/–^ pre-B cells. The anchor sites of loops facing upstream (blue) or downstream (red) in the *Igk* locus of pre-B cells were determined with the Cross-score program, as described in detail in Supplementary Fig. 7, and are shown above the CTCF ChIP-seq track and the annotation of the forward (red)- and reverse (blue)-oriented CBEs. **d** Schematic diagram explaining the looping organization of the *Igk* locus. Due to the presence of forward and reverse CBEs along the V_K_ gene cluster, multiple different loops are formed, which leads to the collision of cohesin rings (orange) in response to ongoing loop extrusion. As a consequence, a transient interaction zone (orange) is formed that juxtaposes DNA sequences (1–5) at the base of these loops next to DNA sequences (gray) of the Cer region, which facilitates their crosslinking and defines specific interactions along the stripe emanating from the Cer region in the Micro-C data. Due to the high Wapl expression in pre-B cells, loops constantly turn over so that new loops present different DNA sequences in the interaction zone (see Supplementary Movie 1), which results in a contiguous stripe consisting of all possible interactions along the V_K_ gene cluster. The orientation of CBEs in the V_K_ gene region is indicated by gray arrowheads, while the CBEs at Cer and Sis are shown in black and red, respectively. The relatively stable “regulatory” loop containing the J_K_, C_K_, and *Igk* enhancer elements is indicated by gray shading.

Interestingly, a high degree of substructure was observed in the 5′ distal and central regions of the V_K_ gene cluster in pre-B cells, while the density of interactions between these substructures and the stripe emanating from the 3′ proximal Cer region was quite low in these cells (Fig. 5b). To map the interactions causing the observed substructures at the *Igk* locus, we analyzed the Micro-C data with the Cross-score algorithm that quantifies the frequency of upstream and downstream long-distance contacts for each genomic site, thus measuring its ability to anchor genomic loops (Supplementary Fig. 7a, b, Methods). Peak calling on the upstream and downstream Cross-score profiles identified at least 17 peaks, which colocalized with the observed stripes in the Micro-C pattern of the *Igk* locus (Supplementary Fig. 7b). Notably, the Cross-score peaks mapped to CBEs of matching orientation (i.e., peaks in the downstream Cross-score profile matched forward CBEs, and vice versa), suggesting that these peaks located at the interaction stripes are caused by CTCF-mediated anchoring of cohesin loops (Fig. 5c and Supplementary Fig. 7a). These data, therefore, demonstrate that the forward and reverse CBEs are responsible for the formation of multiple different loops along the V_K_ gene region. Interestingly, a deep gap was observed in both Cross-score interaction profiles at the very 3’ end of the *Igk* locus (Supplementary Fig. 7b). This gap indicates a relatively high degree of contact insulation between the V_K_ gene region and the “regulatory” loop, which contains the J_K_, C_K_, and *Igk* enhancer elements and is likely formed between the upstream Sis element and first downstream CBE at the *Igk* 3’ end (Fig. 5d and Supplementary Fig. 1a).

Our finding that the pre-B cells with their elevated Wapl expression level can only form loops with a median size of 250 kb (Fig. 3e) raises the question of how to explain the long-range interactions from the Cer region across the entire 3.2-Mb long V_K_ gene cluster. In this context, it is important to note that continuous loop extrusion can lead to the collision of loops^14,47^. Hence, the folding of the large V_K_ gene region into multiple different loops likely leads to the collision of cohesin rings at the base of these loops (Fig. 5d). We, therefore, hypothesize that the collision of loops results in the formation of a transient interaction zone that juxtaposes DNA sequences at the base of these loops next to the DNA sequences of the Cer region. This, in turn, facilitates crosslinking of these DNA sequences, thus defining specific interactions along the stripe originating from the Cer region in the Micro-C data (Fig. 5d). Due to high Wapl expression in pre-B cells, loops constantly turn over so that new loops present different DNA sequences in the interaction zone (see Supplementary Movie 1), which results in a contiguous stripe consisting of all possible interactions along the V_K_ gene cluster that can be detected in the large population of one million pre-B cells analyzed. Hence, this model could explain how contraction of the *Igk* locus through the formation of multiple intervening loops can bring a 5′ distant V_K_ gene near the loop base into close vicinity of the 3′ proximal J_K_ elements to facilitate V_K_-J_K_ recombination in pre-B cells (Fig. 7).

### High density of long-range interactions across the entire V_H_ gene cluster in pro-B cells

The Micro-C pattern at the *Igh* locus in *Rag2*^–/–^ pro-B cells was dominated by two strong stripes emanating from the IGCR1 and 3′ CBEs (Fig. 6a and Supplementary Fig. 8a), which are known to act as loop anchors for long-range interactions across the entire *Igh* locus^20,30^. Notably, there was a high and relatively uniform density of long-range interactions across the entire V_H_ gene cluster in pro-B cells, while only weak substructures could be detected (Fig. 6a) in marked contrast to the situation observed at the *Igk* locus in pre-B cells (Fig. 5b). The high density of interactions is best explained by the presence of 125 forward-oriented CBEs in the V_H_ gene cluster and reverse-oriented CBEs at the IGCR1 and 3′CBE elements at the 3’ end of the *Igh* locus (Fig. 6b), which facilitate loop extrusion across the entire *Igh* locus in pro-B cells^20^. Loop extrusion likely initiates at random positions in the V_H_ gene cluster and initially proceeds in a symmetrical manner, until the cohesin ring interacts with a CTCF protein bound to the next upstream forward CBE, which leads to stabilized binding of cohesin at this site^48^. Thereafter, asymmetric loop extrusion reels the DNA of the downstream *Igh* regions into the loop, until it is halted by a CTCF protein bound to a reverse CBE in convergent orientation at the IGCR1 or 3′CBE elements^5,49^. As predicted by this extended loop extrusion model, all the different sequences of the *Igh* locus should transiently interact and thus be cross-linked during loop extrusion in individual cells of the large pro-B cell population analyzed, which likely explains the observed high density of long-range interactions across the entire V_H_ gene cluster.

**Fig. 6:**
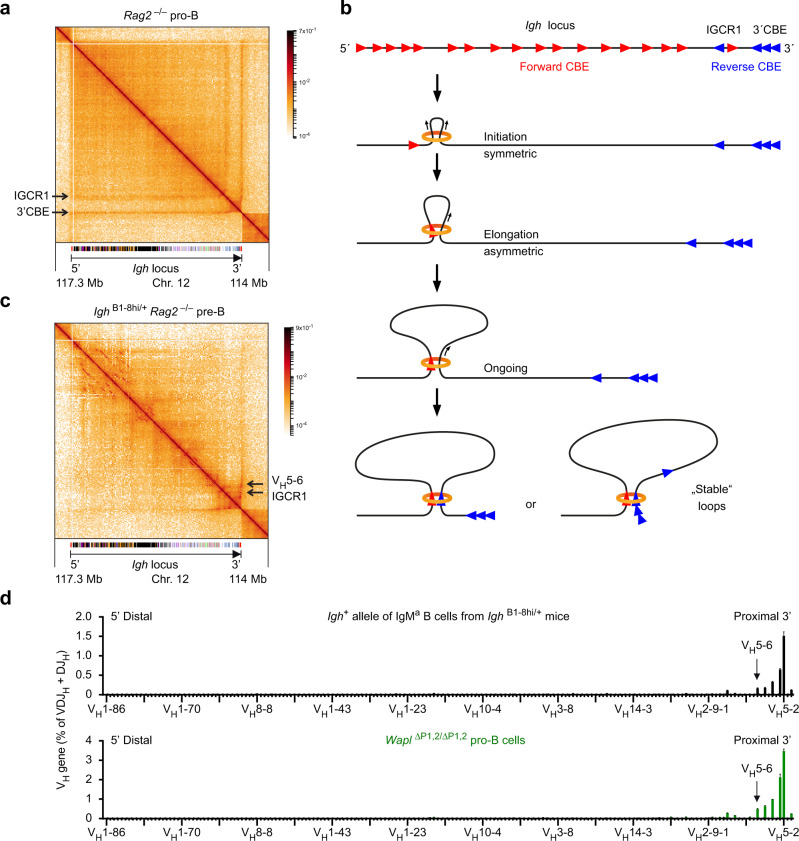
High density of interactions across the V_H_ gene cluster in pro-B cells and decontraction of the *Igh* locus in pre-B cells. **a** Contact matrix of the *Igh* region (on chromosome 12) in ex vivo sorted *Rag2*^–/–^ pro-B cells. The interaction data were generated by Micro-C analysis and are displayed at a 10-kb bin resolution with the HiGlass visualization tool^81^. Each dot on the contact matrix represents the contact intensity between a pair of nucleosomes, as displayed according to the density scale shown. White lines denote regions that could not be mapped due to low contact density. The annotation and orientation of the *Igh* locus is shown below. The stripes corresponding to interactions from the 3’CBE or IGCR1 region are indicated. **b** Schematic diagram explaining the chromatin looping at the *Igh* locus in pro-B cells. The forward CBEs (red arrowheads) in the V_H_ gene region are shown together with the reverse CBEs (blue arrowheads) at the IGCR1 and 3’CBE elements. Loop extrusion, upon random initiation in the V_H_ gene cluster, proceeds first in a symmetrical manner, until the cohesin ring (orange) interacts with a CTCF protein bound to the next upstream forward CBE, which leads to stabilized binding of cohesin at this site^48^. Thereafter, asymmetric loop extrusion reels the DNA of the downstream *Igh* regions into the loop, until it is halted by a CTCF protein bound to a reverse CBE in convergent orientation at the IGCR1 or 3’CBE elements^5^. **c** Contact matrix of the *Igh* region in ex vivo sorted *Igh*^B1-8hi/+^ *Rag2*^–/–^ pre-B cells. See **a** for an explanation. The position of the IGCR1 element is indicated together with the location of the V_H_5-6 gene. **d** *Upper part*: VDJ-seq data obtained with sorted immature IgM^a^ B cells from *Igh*^B1-8hi/+^ (black) mice (Supplementary Fig. 8e). Only the V_H_ gene reads originating from the *Igh*^+^ allele are shown, as the reads of the 5′ distal V_H_1-72 (B1-8hi) gene originating from the *Igh*^B1-8hi^ allele were eliminated together with the reads that mapped to the related V_H_1–53 gene exhibiting high sequence similarity to the V_H_1–72 gene. The recombination frequency of each V_H_ gene is indicated as a percentage of all VDJ_H_ and DJ_H_ rearrangements and is shown as a mean value with SEM based on eight independent VDJ-seq experiments. The different V_H_ genes (horizontal axis) are aligned according to their position in the *Igh* locus^25^ (Supplementary Data 1b). **d** Lower part: The published V_H_ gene recombination pattern of *Wapl*^∆P1,2/∆P1,2^ pro-B cells^20^ is shown as reference data in green. The recombination frequency of the V_H_5-2 (V_H_81X) gene was 1.5% (1 *Igh*^+^ allele) in IgM^a^ *Igh*^B1-8hi/+^ B cells and 3.5% (2 *Igh*^+^ alleles) in *Wapl*^∆P1,2/∆P1,2^ pro-B cells. Source data are provided in the Source Data file.

### Loss of long-range loops at the *Igh* locus due to increased Wapl expression in pre-B cells

As pro-B and pre-B cells significantly differ in their chromosomal architectures, we next analyzed the interaction pattern at the *Igh* locus in *Igh*^B1-8hi/+^ *Rag2*^–/–^ pre-B cells by visual inspection of Micro-C and Hi-C analyses (Fig. 6c and Supplementary Fig. 8b–d). Interestingly, the long-range interactions from the IGCR1 element were lost in these pre-B cells. Moreover, the interactions from the 3′CBE region were also strongly reduced throughout the V_H_ gene cluster in *Igh*^B1-8hi/+^ *Rag2*^–/–^ pre-B cells but were still efficiently formed up to the position of the V_H_5-6 gene (Fig. 6c and Supplementary Fig. 8b, d) similar to the *Igh* interaction pattern observed in *Wapl*^∆P1,2/∆P1,2^ pro-B cells^20^. In the absence of long-range interactions, multiple substructures suggestive of internal looping were observed at the V_H_ gene cluster in *Igh*^B1-8hi/+^ *Rag2*^–/–^ pre-B cells in contrast to *Rag2*^–/–^ pro-B cells (Fig. 6a, c and Supplementary Fig. 8a–d). We, therefore, conclude that extended loop extrusion across the entire *Igh* locus in pro-B cells largely suppresses the formation of internal loops within the V_H_ gene region.

By analyzing immature B cells of an Igμ-transgenic mouse strain, we previously demonstrated that only the most 3′ proximal V_H_ genes of the *Igh* locus escape allelic exclusion in pre-B cells^28^. As a similar situation may exist in *Igh*^B1-8hi/+^ pre-B cells, we tested this hypothesis by analyzing the V_H_-DJ_H_ recombination pattern in immature B cells from the bone marrow of *Igh*^B1-8hi/+^ mice by VDJ-seq analysis. 

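V_H_-DJ_H_ recombination was analysed in 8 VDJ-seq libraries of sorted immature B cells from the bone marrow of *Igh* B1-8hi/+ mice, which carry a prearranged functional V_H_1-72 exon on one *Igh* allele. The library preparation was that of the *Igk* experiments, with J_H_ primers in place of J_K_ primers. The authors deposited a percent value for each of 230 V_H_ genes, which are used as deposited. Summed over all V_H_ genes they amounted to between 61.2% and 62.7% per library (median 61.7%), and the legend of Fig. 6d gives all VDJ_H_ and DJ_H_ rearrangements as the total, which leaves room for DJ_H_ joints beside the V_H_ genes. In units of which every value is a whole multiple of 1/6, the V_H_ genes summed to between 28978 and 83424 per library. In 1 of the libraries the unit was 0.00090%, whereas many values were 0.0027% or multiples of it. A unit may thus be a fraction of a sequence, and these sums may overstate the sequences. In every library 71 V_H_ genes were listed at 0, 159 were above 0 in at least 1 library, and 47 were above 0 in all 8. V_H_1-72 (IGHV1-72), the gene of the prearranged exon, accounted for 53.0% ± 0.678 (SD, n = 8). V_H_1-53 (IGHV1-53), whose sequence is 95.2% identical to V_H_1-72 over 252 bases, accounted for 3.15% ± 0.194 (SD, n = 8). Following Fig. 6d, V_H_1-72 and V_H_1-53 were left out of shares among V_H_ genes. V_H_1-62-3 (IGHV1-62-3), which is 99.3% identical to V_H_1-72 over 294 bases, was kept and had at most 0.0160% in any library. All 8 libraries belong to 1 series of experiment numbers and 1 group, so that no test between groups was made.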

As shown in Supplementary Fig. 8e, the majority of immature *Igh*^B1-8hi/+^ B cells expressed IgM^a^ from the *Igh*^B1-8hi^ allele (of 129 origin), while a minor fraction expressed IgM^b^ from the *Igh*^+^ allele (of C57BL/6 origin), possibly due to recombination-mediated inactivation of the *Igh*^B1-8hi^ gene in early B cell development^50,51^. 

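Of the 10 V_H_ genes that Supplementary Data 1b lists from the 3′ end of the cluster up to V_H_5-6, 6 were above 0 in the immature IgM a B cells. Their positions are on mouse chromosome 12 (mm9), and their values are percentages as deposited. V_H_5-1 (IGHV5-1, 114811140 to 114811433) accounted for 0.0691% ± 0.0103 (SD, n = 8), V_H_2-2 (IGHV2-2, 114826478 to 114826911), which is 98.0% identical to V_H_2-4, for 0.364% ± 0.0370 (SD, n = 8), and V_H_5-4 (IGHV5-4, 114835659 to 114835952) for 0.185% ± 0.0225 (SD, n = 8). V_H_2-3 (IGHV2-3, 114849395 to 114849687) accounted for 0.0991% ± 0.0208 (SD, n = 8) and V_H_5-6 (IGHV5-6, 114863719 to 114864012) for 0.0918% ± 0.0217 (SD, n = 8). With V_H_5-2 included, the 6 genes summed to 1.66% ± 0.232 (SD, n = 8). The other 175 V_H_ genes of Supplementary Data 1b without V_H_1-72 and V_H_1-53 summed to 0.589% ± 0.0498 (SD, n = 8), and 111 of them were above 0 in at least 1 library. The highest of these, V_H_5-12 (IGHV5-12, 114940337 to 114940630), accounted for 0.0607% ± 0.0162 (SD, n = 8) and the next, V_H_2-5 (IGHV2-5, 114923693 to 114923985), which was picked after its value was seen and is 97.6% identical to V_H_2-4, for 0.0211% ± 0.00472 (SD, n = 8).

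**Figure D4:**
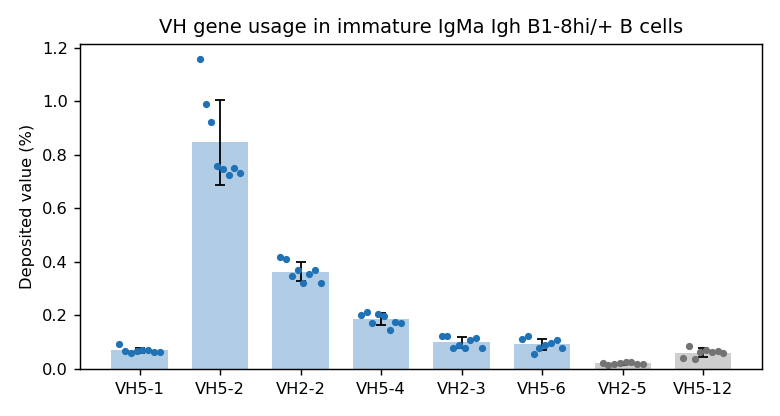
Deposited percent value of the 6 V_H_ genes up to V_H_5-6 (blue) and of V_H_2-5 and V_H_5-12 (gray) in immature IgM a *Igh* B1-8hi/+ B cells. Points are the 8 libraries, columns their means and bars SDs. V_H_5-2 has the highest values, and the range of V_H_5-12 overlaps with those of V_H_5-1, V_H_2-3 and V_H_5-6.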

VDJ-seq analysis of sorted immature IgM^a^ B cells from *Igh*^B1-8hi/+^ mice revealed that the wild-type *Igh*^+^ allele gave rise to efficient recombination of only the six most 3’ proximal V_H_ genes up to the V_H_5-6 gene (Fig. 6d). 

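Relative to the sum of the 6 V_H_ genes, V_H_5-2 contributed 50.9% ± 3.28 (SD, n = 8) in immature IgM a B cells, V_H_2-2 22.1% ± 1.39, V_H_5-4 11.3% ± 1.38, V_H_2-3 5.98% ± 0.960, V_H_5-6 5.55% ± 1.10 and V_H_5-1 4.19% ± 0.469. From the paper's source data for Fig. 6d, the mean proportions of the paper's 2 published *Wapl* ∆P1,2/∆P1,2 pro-B samples are 43.6% for V_H_5-2, 26.6% for V_H_2-2, 12.5% for V_H_5-4, 8.02% for V_H_2-3, 6.22% for V_H_5-6 and 3.09% for V_H_5-1. The order of the 6 genes is the same in both, and Pearson's r across the 6 genes, which are not independent replicates, is 0.982. The mean proportions of V_H_5-2 and V_H_5-1 in immature B cells are higher than the paper's pro-B values by more than the SD between libraries, and those of V_H_2-2 and V_H_2-3 are lower by more than their SD, so that 4 of the 6 genes differ by more than this spread. No test was made, because the pro-B values are not analysed here beyond the paper's own means.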

Notably, the recombination pattern of these six V_H_ genes in immature IgM^a^ *Igh*^B1-8hi/+^ B cells strongly resembled that of *Wapl*^∆P1,2/∆P1,2^ pro-B cells^20^ (Fig. 6d). Moreover, the recombination frequency of the V_H_5-2 (V_H_81X) gene was similar in IgM^a^ *Igh*^B1-8hi/+^ B cells (1.5% for 1 *Igh*^+^ allele) and *Wapl*^∆P1,2/∆P1,2^ pro-B cells (3.5% for 2 *Igh*^+^ allele) (Fig. 6d).

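V_H_5-2 (IGHV5-2) lies on chromosome 12 from 114816715 to 114817201 (mm9). Its deposited value was 0.847% ± 0.159 (SD, n = 8) in immature IgM a B cells, with a range from 0.726% to 1.16%. Expressed as a percentage of the sum of all V_H_ genes, the scale on which the deposited values equal the means in the paper's source data, it was 1.37% ± 0.265 (SD, n = 8). The frequency of V_H_5-2 in *Wapl* ∆P1,2/∆P1,2 pro-B cells was not analysed here.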

Together, these data indicate that the increased Wapl expression in pre-B cells causes the loss of long-range interactions across the V_H_ gene cluster, which likely explains the previously described decontraction of the *Igh* locus, recombination of only the 6 most 3’ proximal V_H_ genes and allelic exclusion of all other V_H_ genes in pre-B cells^28^.

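Among all V_H_ genes other than V_H_1-72 and V_H_1-53, the 6 proximal genes made up 29.3% ± 3.12 (SD, n = 8) of the deposited values of immature IgM a B cells. Most of the remainder was listed under VH1S5, a name that Supplementary Data 1b does not contain, with a value of 3.32% ± 0.207 (SD, n = 8). Its ratio to V_H_1-53 was nearly constant over the libraries (1.05, coefficient of variation 0.174%), so that its reads may be those of the genes left out and the share of 29.3% too low. Within the genes of Supplementary Data 1b, a restriction chosen after seeing the data, the 6 genes made up 73.6% ± 2.32 (SD, n = 8). The lowest of the 6 then exceeded every other gene in 5 of the 8 libraries, with a ratio to the highest other gene between 0.756 and 2.32, whereas the ratio was 0.0207 ± 0.00392 (SD, n = 8) with VH1S5 included. The paper combines the recombination of these proximal V_H_ genes with the lack of long-range contacts in its Micro-C and Hi-C maps, and proposes that higher Wapl expression in pre-B cells limits loop extrusion and so recombination at this locus.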

## Discussion

How the *Igk* locus undergoes V_K_-J_K_ recombination is still poorly understood, as its organization fundamentally differs from that of the other three antigen receptor loci. The V genes and their associated CBEs at the *Igh*, *Tcrb* (T cell receptor β), and *Tcra/d* (T cell receptor α/δ) loci are oriented in the same forward direction, while the CBEs in their 3′ proximal domain are present in reverse orientation^25^, which is compatible with loop extrusion across the entire locus^20^. In contrast, about half of all V_K_ genes and CBEs are present in reverse orientation in the *Igk* locus, which results in inversional V_K_-J_K_ recombination at a high frequency. Moreover, only the *Igk* locus undergoes RAG-mediated recombination between V genes, which additionally shapes the V_K_ repertoire by deletion of the intervening V_K_ genes^52^. Here, we have shown that V_K_-J_K_ recombination in pro-B and pre-B cells is insensitive to high Wapl expression in marked contrast to V_H_-DJ_H_ recombination at the *Igh* locus in pro-B cells^20^, which is consistent with a recent report indicating that V_K_-J_K_ recombination is also minimally affected upon Wapl degradation in in vitro cultured v-Abl-immortalized pre-B cell lines^32^. Our Hi-C and Micro-C analyses furthermore demonstrated that the contraction of the *Igk* locus is brought about by the formation of multiple internal loops within the V_K_ gene cluster, which juxtaposes distal V_K_ genes and proximal J_K_ elements next to each other. Based on these data, we propose that the contraction of the *Igk* locus by many internal loops promotes diffusion-mediated alignment of the RSS sequences of distal V_K_ genes and proximal J_K_ elements to facilitate RAG-mediated cleavage and recombination (Fig. 7).

**Fig. 7:**
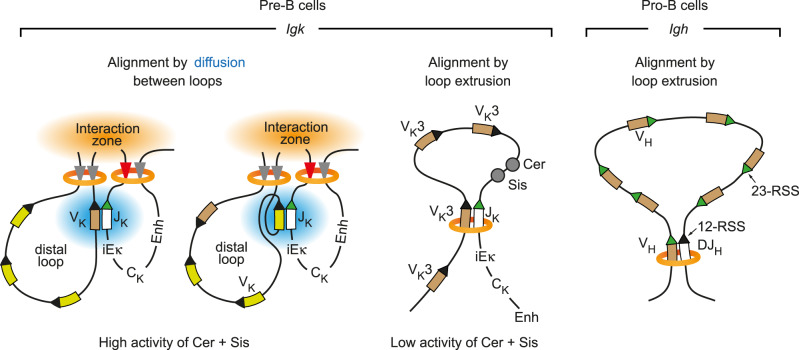
Different folding principles leading to convergent alignment of RSS sequences at the *Igk* and *Igh* loci. Schematic diagrams depict the different folding principles leading to a convergent alignment of RSS sequences during V gene recombination at the *Igk* and *Igh* loci. The convergent orientation of the 12-RSS (recognition signal sequence with a 12-bp spacer, black arrowhead) of the V_K_ genes or D_H_ segment and the 23-RSS (with a 23-bp spacer, green arrowhead) of the J_K_ element or V_H_ genes is essential for mediating RAG-dependent cleavage and recombination^21^. Cohesin (orange)-mediated loop extrusion across the entire *Igh* locus is responsible for the convergent alignment of the RSS sequences of V_H_ genes and the DJ_H_-rearranged segment prior to RAG-mediated cleavage and recombination in pro-B cells (right)^20^. Similarly, the forward-oriented members of the most 3’ proximal V_K_3 gene family could be convergently aligned with a J_K_ element by loop extrusion under conditions where the insulating activity of Cer and Sis is reduced or lost (middle). All other V_K_ genes can undergo convergent alignment with a J_K_ element only by local diffusion^62^ (blue), once these elements are brought into close proximity at the interaction zone (orange), which is generated by the collision of multiple loops leading to contraction of the V_K_ gene region (left). Enh, 3′Eκ and Edκ enhancers.

Unexpectedly, we discovered that pro-B and pre-B cells strongly differ in their chromosomal architectures with regard to their compartment structures and loop formation, although both cell types express the same low level of *Wapl* mRNA^20^ (Supplementary Fig. 4e). The observed 2.2-fold increase of Wapl protein expression in pre-B cells, possibly due to enhanced protein translation or stabilization, likely causes these global changes in chromosomal architecture, consistent with our previous finding that a 1.7- to 1.9-fold increase of *Wapl* expression in *Wapl*^∆P1/∆P1^ and *Wapl*^∆P1,2/+^ pro-B cells, respectively, abolishes V_H_ gene recombination across the *Igh* locus due to drastic architectural changes^20^. Interestingly, a further threefold increase of Wapl protein expression in *Wapl*^∆P1,2/∆P1,2^ pre-B cells had only a minimal effect on the chromosomal organization (Supplementary Fig. 4h). Hence, the entire chromosomal architecture is exquisitely sensitive to a small change of Wapl protein expression during the pro-B-to-pre-B cell transition, but thereafter is quite insensitive to any further increase in Wapl concentration.

The exquisite Wapl dosage dependence of the chromosomal architecture is contrasted by the insensitivity of V_K_-J_K_ recombination to Wapl protein changes in pro-B and pre-B cells. V_K_ rearrangements are known to efficiently occur across the entire 3.2-Mb *Igk* locus in pre-B cells, although these cells are only able to form chromatin loops with a medium size of 0.25 Mb, which rules out prolonged loop extrusion as a basis for V_K_-J_K_ recombination. Instead, we show here by high-resolution Micro-C analysis that the presence of many reverse CBEs is responsible for folding the V_K_ gene region into multiple internal loops that are formed between convergent forward and reverse CBEs. The distance shortening induced by the multiple loops likely accounts for the previously observed contraction of the *Igk* locus in pre-B cells^28^. This folding principle invariably leads to the collision of loops^14,47^ that likely results in the formation of a transient interaction zone, where distant DNA sequences at the base of the loops are juxtaposed next to proximal DNA sequences of the Cer region, thus explaining the observed long-range interactions across the *Igk* locus in pre-B cells (Fig. 5d). V_K_-J_K_ rearrangements are known to occur at a low frequency in pro-B cells^34,41^ due to STAT5-mediated suppression of *Igk* activation in response to IL-7 signaling in pro-B cells^53,54^. Here, we have shown that the long-range interaction pattern and compartment structure at the *Igk* locus also differ between pro-B and pre-B cells. While the entire *Igk* locus is encompassed by the transcriptionally active compartment A in pre-B cells, it is present in the less accessible compartment B in pro-B cells. Compartment B is interrupted only by a small stretch of compartment A located at the B cell-specific E88 enhancer that is known to primarily activate the recombination of adjacent V_K_ genes in pro-B and pre-B cells^42^. The *Igk* locus contains only low levels of the poised histone mark H3K4me1 in pro-B cells in marked contrast to pre-B cells^36^, which is consistent with the presence of compartment B in pro-B cells and compartment A in pre-B cells.

The two elements Cer and Sis in the V_K_-J_K_ intervening region play an important role in promoting the recombination of central and distal V_K_ genes by suppressing excessive usage of the 3’ proximal V_K_ genes^55–57^. The Cer element is essential for the contraction of the *Igk* locus^56^ and contains two reverse-oriented CBEs that facilitate interactions across the entire V_K_ gene region (Fig. 5d), while the inversion of these CBEs promotes the recombination of proximal V_K_ genes at the expense of central and distal V_K_ genes^58^. The Sis element, whose deletion results in a less prominent overactivation of proximal V_K_ gene recombination^55^, contains two forward-oriented CBEs^25^ (Supplementary Fig. 1a) that are able to participate in the formation of the “regulatory” loop containing the J_K_, C_K_, and *Igk* enhancer elements (Fig. 5d). Notably, the function of Cer and Sis appears to be only essential for establishing a balanced V_K_ gene usage across the V_K_ gene cluster during the primary V_K_-J_K_1 recombination event, which simultaneously leads to the deletion or inversional 5’ translocation of these two elements. Notably, conditional loss of CTCF in pre-B cells increases the interactions of the 3′ proximal V_K_ genes with the downstream *Igk* enhancers, which strongly promotes recombination of these proximal V_K_ genes at the expense of central and distal V_K_ genes^59^. Furthermore, a similar phenotype was seen upon double deletion of Cer and Sis^57^. Here, we also observed increased recombination of the 3’ proximal V_K_3 gene family in *Wapl*^∆P1,2/∆P1,2^ versus *Wapl*^+/+^ pre-B cells as well as in *Wapl*^∆P1,2/∆P1,2^ versus *Wapl*^+/+^ pro-B cells. Hence, the decreased residence time of cohesin on chromatin upon increased Wapl expression in *Wapl*^∆P1,2/∆P1,2^ cells may interfere with CTCF-mediated insulation of the 3′ proximal V_K_ genes by Cer and Sis, thus leading to enhanced interactions of the proximal V_K_3 genes with the downstream *Igk* enhancers.

The orientation of the RSS sequences at the V, D, and J elements of all antigen receptor genes requires that they are convergently aligned in the 3′ proximal RAG^+^ recombination center prior to RAG-mediated cleavage and recombination^33^. Detailed molecular analysis of D_H_-J_H_ recombination^60^ and V_H_-DJ_H_ recombination^3,20,61^ at the *Igh* locus has provided strong evidence for the convergent alignment of RSS sequences by loop extrusion (Fig. 7). Convergent alignment by loop extrusion prior to V_H_-DJ_H_ recombination requires, however, that all V_H_ genes of the *Igh* locus are present in the same forward orientation, as a V_H_ gene upon its inversion fails to recombine in pro-B cells^20^. As half of the V_K_ genes are present in reverse orientation in the *Igk* locus, convergent RSS alignment by loop extrusion is impossible except for the forward-oriented members of the most 3′ proximal V_K_3 gene family, which may only be possible upon loss of the insulating activity of Cer and Sis (Fig. 7). We, therefore, hypothesize that the RSS sequences of V_K_ and J_K_ elements, which are brought into close proximity in the interaction zone by contraction of the V_K_ gene region through multiple loops, are aligned by local diffusion^62^ prior to V_K_-J_K_ recombination (Fig. 7).

We have previously demonstrated that the non-functionally rearranged *Igh* allele undergoes decontraction in response to pre-BCR signaling, which results in feedback inhibition of V_H_-DJ_H_ recombination except for the most 3’ proximal V_H_ genes that escape allelic exclusion in pre-B cells^28^. However, the molecular mechanism causing *Igh* decontraction has remained elusive until to date. Here, we have shown by high-resolution Micro-C analysis that the long-range interactions from the IGCR1 region are lost in *Igh*^B1-8hi/+^ *Rag2*^–/–^ pre-B cells. Moreover, the interactions from the 3′ CBE region are strongly reduced beyond the location of the V_H_5-6 gene, similar to the interaction pattern observed in *Wapl*^∆P1,2/∆P1,2^ pro-B cells^20^. Notably, the loss of extended loop extrusion at the *Igh* locus in *Igh*^B1-8hi/+^ pre-B cells led to recombination of only the six most 3′ proximal V_H_ genes up to the V_H_5-6 gene and possibly to allelic exclusion of all other V_H_ genes, which strongly resembles the V_H_ gene recombination pattern of *Wapl*^∆P1,2/∆P1,2^ pro-B cells^20^. These data, therefore, suggest that the increased Wapl expression in pre-B cells may be the molecular cause for *Igh* decontraction and allelic exclusion in pre-B cells. Future genetic experiments aiming at the downregulation of Wapl expression in pre-B cells will be required to conclusively demonstrate an essential role of Wapl in the control of allelic exclusion at the *Igh* locus.

In summary, we have shown that pro-B and pre-B cells have distinct chromosomal architectures and that the recombination of V genes at the equally large *Igh* and *Igk* loci is facilitated by fundamentally different folding principles in pro-B and pre-B cells, respectively. As decontraction and allelic exclusion of the non-functionally rearranged *Igh* allele likely depend on increased Wapl expression in pre-B cells, it could be argued that the *Igk* locus had to assume a different organization and folding principle to undergo efficient V_K_-J_K_ recombination under conditions of high Wapl expression.

## Methods

### Mice

The following mice were maintained on the C57BL/6 background: *Wapl*^∆P1,2/∆P1,2^ mice^20^, *Rag2*^–/–^ mice^63^, and *Igh*^B1-8hi/B1-8hi^ mice^43^. Experimental and control mice were co-housed under standard pathogen-free conditions at a temperature of 22 °C and 55% humidity with a day cycle of 14 h light and 10 h dark and with unrestricted access to food and water. Cells were harvested from mice that were 4–5-week-old (VDJ-seq analysis), 5–6-week-old (Hi-C and Micro-C analysis), and 4–6-week-old (immunoblot analysis). Mice were euthanized by carbon dioxide inhalation. Both female and male mice were used at a similar ratio in this study. All mouse experiments were carried out according to valid project licenses, which were approved and regularly controlled by the Austrian Veterinary Authorities.

### Antibodies and flow-cytometric analysis

The following monoclonal antibodies were used for flow-cytometric analysis of mouse bone marrow cells: B220/CD45R (RA3-6B2; BD; 1:200), CD19 (1D3; BD; 1:300), CD25/IL-2Rα (PC61; BD Pharmingen; 1:500), CD117/Kit (2B8; Invitrogen; 1:1000), IgD (11-26c, Invitrogen; 1:2000), IgM (II/41, Invitrogen; 1:300), IgMa (MA-69, BioLegend; 1:1000), and IgMb (AF6-78, BioLegend; 1:1000). The following antibodies were used for immunoblot or immuno-precipitation analyses: anti-Wapl (rabbit polyclonal Ab, A960; Peters laboratory), anti-Tbp (mouse mAb clone 3TF1-3G3; Active Motif), and anti-H3K27ac (rabbit polyclonal Ab, ab4729; Abcam).

B cell types in the bone marrow were defined as CD19^+^B220^+^IgM^–^IgD^–^Kit^+^CD25^–^ pro-B cells, CD19^+^B220^+^IgM^–^IgD^–^Kit^–^CD25^+^ pre-B cells, and CD19^+^B220^+^IgM^a^IgD^–^Kit^–^ immature B cells. Flow-cytometric experiments and cell sorting were performed on LSR Fortessa (BD Biosciences) and FACSAria III (BD Biosciences) machines, respectively, using the FACS Diva (8.0) software. Flowjo software (Treestar) was used for data analysis.

### Protein extract preparation and immunoblot analysis

Ex vivo pro-B and pre-B cells were sorted from the bone marrow by flow cytometry, and whole-cell extracts were prepared, using 2x SDS-PAGE sample buffer containing β-mercaptoethanol. The proteins were denatured by boiling, separated by SDS-PAGE, and analyzed by immunoblot analysis. The signal intensity of protein bands was quantified using ImageJ software and normalized to that of the Tbp loading control.

### VDJ-seq analysis

VDJ-seq analysis of recombination at the *Igk* and *Igh* loci was performed as described in ref. ^37^. Genomic DNA was extracted from ex vivo sorted pro-B, pre-B, and immature B cells. The DNA (2 μg) was sheared using the Bioruptor sonicator (Diagenode) and subjected to end-repair and A-tailing, followed by ligation of adapters containing 12 UMI sequences using the NEBNext Ultra II DNA library prep kit for Illumina (NEB). A primer extension step with biotinylated J_K_- or J_H_-specific primers generated the single-stranded DNA products that were captured using Dynabeads MyOne streptavidin T1 beads (Thermo Fisher Scientific) and PCR-amplified with nested J_K_- or J_H_-specific and adapter-binding primers^37^. The Illumina sequencing adapter primers, including the indexes for multiplexing of libraries, were added to the PCR products in a final PCR amplification step. Paired-end 300-bp sequencing was performed on a MiSeq (Illumina) sequencing instrument (Supplementary Data 3). The bioinformatic analysis of the VDJ-seq data was performed as described in detail^37^, and the resulting data were processed for display in the respective figures using R version 3.3.3.

### cDNA preparation for RNA-sequencing

Total RNA from ex vivo sorted pre-B cells was isolated with the RNeasy Plus Mini Kit (Qiagen), and mRNA was purified by two rounds of poly(A) selection with the Dynabeads mRNA purification kit (Invitrogen). The mRNA was fragmented by heating at 94 °C for 3 min in a fragmentation buffer and cDNA was prepared as described in ref. ^20^.

### Library preparation and Illumina deep sequencing

About 0.6–20 ng of cDNA or ChIP-precipitated DNA was used as starting material for the generation of sequencing libraries with the NEBNext Ultra II DNA library prep kit for Illumina (NEB). Alternatively, sequencing libraries were generated using the NEBNext End Repair/dA-Tailing Module and NEBNext Ultra Ligation Module (NEB) followed by amplification with the KAPA Real-Time Amplification kit (KAPA Biosystems). Cluster generation and sequencing were carried out using the Illumina HiSeq 2500 system with a read length of 50 nucleotides, according to the manufacturer’s guidelines.

### Hi-C library preparation

*Wapl*^+/+^, *Wapl*^∆P1,2/∆P1,2^, and *Igh*^B1-8hi/+^ *Rag2*^–/–^ pre-B cells were isolated from the bone marrow by immunomagnetic enrichment with anti-CD19-MicroBeads (Miltenyi Biotec) and were subsequently sorted by flow cytometry as CD19^+^B220^+^IgM^–^IgD^–^Kit^–^CD25^+^ pre-B cells prior to Hi-C library preparation. Hi-C libraries were prepared from 2 × 10^7^ cells as described in detail in ref. ^5^ and were sequenced using the Illumina NextSeq system with a read length of 75 nucleotides in the paired-end mode, according to the manufacturer’s guidelines.

### Micro-C library preparation

Pro-B cells from the bone marrow of *Rag2*^–/–^ mice were isolated by immunomagnetic enrichment with anti-CD19-MicroBeads (Miltenyi Biotec) followed by flow-cytometric sorting as CD19^+^B220^+^IgM^–^IgD^–^Kit^+^CD25^–^ cells, while *Igh*^B1-8hi/+^ *Rag2*^–/–^ pre-B cells were sorted as CD19^+^B220^+^IgM^–^IgD^–^Kit^–^CD25^+^ pre-B cells. Micro-C libraries^45^ were prepared from 1 × 10^6^ cells using the Dovetail Micro-C Kit (# 21006) according to the manufacturer’s user manual (https://dovetailgenomics.com/wp-content/uploads/2021/09/Dovetail%E2%84%A2-Micro-C-Kit-User-Guide-Version-1.2.pdf). Libraries were sequenced using the NovaSeq 6000 S4 system with a read length of 150 nucleotides in the paired-end mode, according to the manufacturer’s guidelines.

### Bioinformatic analysis of CTCF peaks in the *Igk* locus

We identified CTCF peaks (here referred to as CTCF-binding elements; CBEs) in the *Igk* locus based on the published data of our CTCF antibody ChIP-seq experiment (GSM1145865) that was performed with short-term cultured *Rag2*^–/–^ pro-B cells^30^. In addition, published CTCF ChIP-seq data of ex vivo sorted pre-B cells^36^ (GSM2973687) were used. Sequence reads were uniquely aligned to the mouse genome assembly version of July 2007 (NCBI37/mm9) using the Bowtie program version 1.0 (ref. ^64^). CTCF peaks were called by MACS 2.2.5 (ref. ^65^) and filtered for *P* values of <10^−10^ to obtain a total of 61,354 peaks in *Rag2*^–/–^ pro-B cells and 36,225 peaks in pre-B cells. For the *Igk* locus (mm9 Chr. 6; 67,505,630-70,694,944), this resulted in a total of 71 peaks in pro-B and pre-B cells, with 48 common peaks, and 19 and 4 unique peaks in pro-B and pre-B cells, respectively. We subsequently split all 71 peaks using PeakSplitter^66^ to obtain a final list of peak summits. This resulted in 112 CBEs in pro-B cells and 53 CBEs in pre-B cells across the *Igk* locus (Supplementary Fig. 1a).

To enumerate all potential CTCF-binding sites in the *Igk* locus, we retrieved the repeat-masked mouse genome sequence (mm9) using EXONERATE^67^ and scanned the sequence region of the *Igk* locus with a CTCF motif derived from the summits of the top 300 CTCF peaks, using MEME^68^. The scanning was done with FIMO version 4.9.1 (ref. ^69^) by setting the *P* value threshold to <0.001, which resulted in 77 motifs in pro-B cells and 52 motifs in pre-B cells that were clearly assigned to a CBE within 100 bp of the peak summit (shown in Supplementary Fig. 1a). In case of ambiguity, we selected the motif with the higher score.

### Analysis of RNA-seq data

The number of reads per gene was counted using the featureCounts version 1.5.0 (ref. ^70^) with default settings. Transcripts per million (TPM) values were calculated as described^71^. Differential gene expression between ex vivo sorted *Wapl*^+/+^ and *Wapl*^∆P1,2/∆P1,2^ pre-B cells (Fig. 2f and Supplementary Data 2) was analyzed using R version 3.3.3. and DESeq2 version 2.1.14.1. Regularized log transformations were computed with the blind option set to “FALSE”. Genes with an adjusted *P* value of <0.05, TPM (averaged for each genotype) of >5 at least in one of the two genotypes, and a fold-change of >2 were called as significantly differentially expressed. All transcripts of the V, D, and J gene segments at the *Igh*, *Igk* and *Igl* loci were eliminated from the list of significantly regulated genes, although the immunoglobulin and T cell receptor transcripts were included in all TPM calculations.

### Processing, normalization, and resolution of Hi-C data

The HiCUP pipeline version 0.5.10 (ref. ^72^) with the scorediff parameter set to “10” was used to truncate, align and filter the reads by applying the following software versions: R 3.4.1 (https://www.r-project.org), Bowtie 2.2.9 (ref. ^64^), and SAMtools 1.4. (ref. ^73^). Contact matrix files have been produced with the Juicer tools 1.8.9 (ref. ^74^). The resolution of the Hi-C data has been calculated according to ref. ^5^ by using the script “calculate_map_resolution”. The following unique di-tags were generated; 411,290,986 (GSM6427693) and 105,703,179 (GSM6427695) with *Wapl*^+/+^ pre-B cells, 694,115,546 (GSM6427694) and 76,038,129 (GSM6427696) with *Wapl*^∆P1,2/∆P1,2^ pre-B cells as well as 452,767,106 (GSM6427697) with *Igh*^B1-8hi/+^ *Rag2*^–/–^ pre-B cells. The following maximal resolution of the Hi-C data was calculated; 6.65 kb (*Wapl*^+/+^ pre-B cells), 4.25 kb (*Wapl*^∆P1,2/∆P1,2^ pre-B cells), and 11.8 kb (*Igh*^B1-8hi/+^ *Rag2*^–/–^ pre-B cells). We also analyzed the different Hi-C datasets with the open2c distiller-nf pipeline [https://github.com/open2c/distiller-nf], normally used for Micro-C data analysis (see below), to be able to compare Hi-C and Micro-C data with each other, to calculate the compartmentalization scores for the saddle plot analysis (Supplementary Fig. 5b) and to analyze the contact frequencies across the *Igk* locus in detail (Supplementary Fig. 3). Both pipelines (HiCUP and distiller-nf) led to very similar contact matrices for the same cell type and genotype.

### Analysis of intrachromosomal contact frequency (Hi-C)

Contact frequency distributions have been calculated using the makeTagDirectory command of HOMER 4.10.3 (ref. ^75^). The contact frequency plots shown in Fig. 2a and Fig. 3b, f are based on ~50 contact data points based on ~50 bins, whereby each bin is defined as 0.1 step on the log_10_ scale of genomic distance observed between the contact points. Each data point is thus the sum of all contact fraction values in the respective bin. The contact frequency plot is shown as a smoothened line of the ~50 contact data points plotted against the logarithmic (log_10_) genomic distance. Detailed contact frequencies across the *Igk* locus (Supplementary Fig. 3), as well as the saddle plots (Supplementary Fig. 5b), were analyzed and generated with Cooltools^76^ and Python 3.8.13 (ref. ^77^), based on the data obtained with the open2c distiller-nf pipeline. To this end, we followed the description in the Cooltools notebook to generate the contact frequency [P(s)] plots, their first derivative (slope) curves, as well as the saddle plots for the various cell types and genotypes.

### Analysis of chromatin loops (Hi-C)

Intrachromosomal loops have been called with the HiCCUPS algorithm from the Juicer tools^74^, based on the contact matrix derived from both Hi-C replicates of the same cell type. For the Hi-C comparisons between *Wapl*^+/+^ and *Wapl*^∆P1,2/∆P1,2^ pre-B cells (Supplementary Fig. 4b), we down-sampled the aligned reads obtained with the *Wapl*^∆P1,2/∆P1,2^ pre-B cells to the same read number obtained with the *Wapl*^+/+^ pre-B cells. In contrast, the Hi-C analyses resulted in similar read numbers for *Wapl*^+/+^ pro-B and *Wapl*^+/+^ pre-B cells (Supplementary Fig. 4g) as well as for *Wapl*^+/+^ pre-B and *Wapl*^∆P1,2/∆P1,2^ pro-B cells (Supplementary Fig. 5d). The obtained loops identified by HiCCUPS were overlapped between the two cell types of each cell pair to be compared, using “bedtools intersect” from the BEDTools package version 2.27.1 (ref. ^78^), with command parameters “-wa -wb -f 0.9 -r”. A reciprocal minimal overlap of 90% was required for two loops to be called “common”, while all other loops were referred to as “unique”. The distributions of loop lengths were plotted with R.

### Analysis of Hi-C contact correlations

Correlation coefficients between Hi-C contact maps were calculated with HiCRep.py^79^, by using the parameters “—binsize 25000 -h 10 0dBPMax 20000000 –bdownSample –excludeChr chrM chrX chrY”, and by using two Hi-C contact matrices to be compared as input in the cooler format.

### Bioinformatic analysis of Micro-C data

The open2c distiller-nf pipeline [https://github.com/open2c/distiller-nf] was used to process Micro-C datasets. The pipeline essentially aligns all sequences to the reference genome (mm9), parses the alignments into interaction pairs, filters out PCR duplicates, and finally aggregates pairs into binned matrices of Micro-C interactions. The underlying methods are all based on the pairtools (https://github.com/open2c/pairtools) and cooler^80^.

The stripes of enriched contacts in Micro-C maps at 2 kb resolution were detected using the Cross-score algorithm (https://github.com/glab-vbc/cross-score). Briefly, for each genomic bin, Cross-score calculates the total frequency of all contacts made with its neighbors located in a given range of distances, by separately analyzing the contacts with upstream or downstream neighbors. This score reveals genomic bins that participate in long-range interactions at a higher-than-normal frequency. Since our goal was to detect genomic bins that anchor focal loops or contact stripes, we calculated the Cross-score values for interactions at distances between 30 kb and 1 Mb, a typical range of interactions formed by cohesin-mediated looping. Peaks in Cross-score profiles were called using the ggpmisc package (Pedro J. Aphalo, 2021; https://github.com/aphalo/ggpmisc).

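The H3K27ac data of *Rag1* Cre/Cre pro-B cells consist of 1 library without replicates, for which the authors deposited 17935 peaks without signal values, as every score in the list is 0. There were 956 peaks on chromosome 6 (mm9), or 6.39 per Mb. The *Igk* locus from 67505630 to 70694944 contained 3 of them, or 0.941 per Mb. These lay from 69989959 to 69992717, at 1389 bases from V_K_8-34, from 70658646 to 70661136, at 4475 bases from V_K_3-1, and from 70674849 to 70681493, over the constant exon *Igkc*. No peak overlapped a V_K_ gene or the E88 enhancer, whose nearest peak was 1177544 bases away.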

Eigenvalue decomposition to calculate compartment signals was performed with the eigs-cis program from the cooltools package (https://zenodo.org/record/5214125#.YhjAXJYo_mE), using H3K27ac ChIP-seq data of ex vivo sorted *Rag1*^Cre/Cre^ pro-B cells (GSM6427700; Supplementary Data 3) as active chromatin phasing data. For smoother visualization of interaction and compartment tracks, we imputed missing values (due to missing mapping information) by using the imputeTS R packages (Moritz, Steffen, and Bartz-Beielstein (2017) “imputeTS: Time Series Missing Value Imputation in R.” R Journal 9.1, doi: 10.32614/RJ-2017-009). All resulting files (multi-resolution cooler files, compartment scores, and interaction scores) were visualized using the HiGlass visualization tool^81^ (http://higlass.io).

### Statistical analysis

Statistical analysis was performed with the GraphPad Prism 7 software. Two-tailed unpaired Student’s *t*-test analysis was used to assess the statistical significance of one observed parameter between two experimental groups. The statistical evaluation of the RNA-seq data is described above (Analysis of RNA-seq data).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information file

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Movie 1

## Data Availability

The RNA-seq, ChIP-seq, VDJ-seq, Hi-C, and Micro-C data reported in this study (Supplementary Data 3) are available at the Gene Expression Omnibus repository under the accession number GSE210289. Source data are provided with this paper.

## Source data

Source Data file

# Supplementary material for: Igh and Igk loci use different folding principles for V gene recombination due to distinct chromosomal architectures of pro-B and pre-B cells
**Source:** Nat Commun. 2023 Apr 21;14:2316. doi: 10.1038/s41467-023-37994-9
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Description of additional supplementary files (Hill et al., 2023)**

**Supplementary Data 1**. List of all annotated V_K_ genes of the *Igk* locus (**a**) on mouse chromosome 6 and all V_H_ genes of the *Igh* locus (**b**) on mouse chromosome 12, based on the publication of Proudhon et al. (Adv. Immunol. 128, 123-182). The orientation, mm9 genomic coordinates and functional classification are shown for each V_K_ gene (**a**). The mm9 and mm10 genomic coordinates are shown for each V_H_ gene (**b**).

**Supplementary Data 2**. List of the 61 upregulated and 17 downregulated genes identified by RNA-seq analysis of *Wapl*^∆P1,2/∆P1,2^ and *Wapl*^+/+^ pre-B cells. Differentially regulated genes were defined by an expression difference of > 2-fold, an adjusted *P* value of < 0.05 and a TPM value of > 5 in at least one of the two pre-B cell types.

**Supplementary Data 3**. List of all VDJ, Hi-C and Micro-C sequencing experiments, which were performed for this study, and of previously published Illumina sequencing experiments. All sequencing data analyzed in this study are available at the Gene Expression Omnibus (GEO) repository under the accession number GSE201289.

**Supplementary Movie 1. Continuous remodeling of chromatin loops within the V_K_ gene region of the *Igk* locus in pre-B cells.** The presence of forward and reverse CTCF-binding elements (CBEs) along the V_K_ gene cluster results in the formation of multiple different loops and thus in the collision of their cohesin rings (orange) in response to ongoing loop extrusion. As a consequence, a transient interaction zone (orange) is formed that juxtaposes different DNA sequences (here shown as sequences 1-5 or 6-10) at the base of these loops next to the DNA sequences (gray) containing the two CBEs (black arrowhead) of the Cer element (Supplementary Fig. 1a), which facilitates their crosslinking and defines specific interactions along the stripe emanating from the Cer region in the Micro-C contact matrix of the *Igk* locus (Fig. 5d). Supplementary Video 1 shows how the loop pattern in the V_K_ gene cluster is constantly turned over so that new loops present different DNA sequences in the interaction zone, which results in a contiguous stripe consisting of all possible interactions along the V_K_ gene cluster in the large population of one million pre-B cells used for Micro-C analysis (Fig. 5a,b). Due to high Wapl expression in pre-B cells, continuous remodeling of the loops is likely caused by Wapl-mediated opening of cohesin rings, continuous loop extrusion of still existing cohesin rings, the initiation of new loops and ongoing loop extrusion, which generates a new interaction zone. Gray shading highlights the stable regulatory loop (Supplementary Fig. 7c) that contains the J_K_, C_K_ and *Igk* enhancer elements and is formed by the convergent alignment of the two forward-oriented CBEs (red arrowhead) of the Sis element and the next reverse-oriented downstream CBE (gray arrowhead; Supplementary Fig. 1a).

How the deposited data were processed for this re-analysis (not part of the article)

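The re-analysed data are 28 VDJ-seq libraries and 1 H3K27ac ChIP-seq library. The VDJ-seq libraries measure V_K_-J_K_ recombination in pre-B cells of *Wapl*+/+ (4 libraries) and *Wapl* ∆P1,2/∆P1,2 mice (4) and in pro-B cells of both genotypes (6 each), and V_H_-DJ_H_ recombination in immature IgM a B cells of *Igh* B1-8hi/+ mice (8). Each library was assigned to its group by its label, and the assignment was compared with Supplementary Data 3. For the VDJ-seq libraries the authors deposited percent values per V gene, made from MiSeq reads with UMI sequences as described in the methods of the paper, with V genes named as in Supplementary Data 1. The legend of Fig. 6d names all VDJ_H_ and DJ_H_ rearrangements as the total of the *Igh* values, whereas the total behind the deposited *Igk* values, and how reads that fit several V genes were assigned, are not named in the paper's text. For H3K27ac the authors deposited a list of peaks on mm9 whose score is 0 for every peak, so that peaks could not be ranked. The 4 Hi-C samples and the use of single J_K_ elements were not analysed here.

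The *Igk* values were divided by their sum over all V_K_ genes of the library and multiplied by a constant to give percentages of V_K_-J_K_ joints, the unit of Fig. 1b and Fig. 4a. The *Igh* values were kept as deposited, except where a share or the scale of the paper's source data for Fig. 6d is named. Every deposited value is a whole multiple of 1/6 of a unit that is the same within a library. The number of such units was taken as the implied number of sequences, a step chosen after the values were seen. In most libraries the unit is the smallest value above 0, which may itself be a split fraction of a sequence. The numbers of units may therefore overstate the sequences, to an extent that differs between libraries. Spread is given as the SD between libraries. Coordinates are those of mm9, the assembly of the paper. Of 162 V_K_ genes with coordinates in Supplementary Data 1a, 105 overlapped a gene of the mouse annotation and 97 carried the same name there. V genes were compared with each other by blastn (version 2.17.0+), and pairs with at least 97% identity over at least 90% of the length were taken as near-identical, which applied to 20 V_K_ and 37 V_H_ genes.

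Differences between groups at single V_K_ genes were tested with limma 3.58.1 in R 4.3.3, with an empirical Bayes trend, on log2 of the percentage plus 0.05, for genes with a mean of at least 0.05% over the libraries compared and with Benjamini-Hochberg adjustment at 0.05. The libraries of the groups compared entered each fit and no others. The script was tested on simulated data, in which 30 of the genes were changed. With a log2 change of 1, 30 of them were recovered in the pre-B comparison, 15 in the pro-B comparison and 15 in the comparison of wild-type pro-B with pre-B cells, and 30, 27 and 19 with a log2 change of 2. With no gene changed, 1, 0 and 0 genes were called. Unchanged genes called beside the changed ones numbered 1 in the pre-B comparison with a log2 change of 1 and 5 with a change of 2, and 0 in the other comparisons. The simulated libraries were not rescaled to a fixed sum. The simulation therefore does not cover unchanged genes whose share falls because others gain. Sums over regions were compared by two-sided exact permutation tests, and profiles by a one-sided exact permutation test of the distance between group means, in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. The difference between the genotype effects in pro-B and pre-B cells was tested by permuting the cell types within each genotype. Figures were drawn with matplotlib 3.10.9. Counts of genes were compared with those of other splits of the libraries, all 35 for pre-B cells and 100 drawn with a fixed seed for each of the other comparisons.

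Genes named in the text are those the paper names for these experiments and, in each comparison, the 3 raised and the 3 lowered V_K_ genes with the largest log2 fold change among those with an adjusted p-value below 0.05 and no overlap between the groups. For *Igh*, these are the V_H_ genes up to V_H_5-6 with any value above 0 and the 2 highest others. Genes outside this rule are marked as picked after their values were seen. The leading digits of the experiment numbers separate the *Igk* libraries into series that are balanced over the genotypes, and were treated as a candidate batch, although neither the labels nor the paper say that they mark one. The alternatives tried were the pseudocount, the filter on low genes, percentages without a logarithm, Holm's adjustment, the series as a covariate, array weights, functional genes only, the 2 most used genes left out, medians in place of means, each series alone, another denominator and the genes left out for *Igh*, the overlap that counts for peaks, and each library left out in turn.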

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

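The tests of the share of the most used genes in pre-B cells, of reads shared between near-identical genes, of admixed cells, of the library with the most genes at 0 and its number of sequences, of the shift of shares by other regions, of the series for the most distal genes and of VH1S5 were chosen only after the results were seen.

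The genotype effect differed between pro-B and pre-B cells at the proximal genes from V_K_3-4 to V_K_3-12, where the log2 ratio of *Wapl* ∆P1,2/∆P1,2 to *Wapl*+/+ shares was larger in pro-B cells by 0.81 (exact permutation test, adjusted p = 0.00905), with a share above every *Wapl*+/+ library in 6 of 6 pro-B and 4 of 4 pre-B libraries. In pre-B cells the rise of the genes from V_K_3-2 to V_K_3-12 was at least 2.54 percentage points in each series of experiment numbers and 2.04 points without V_K_3-5 and V_K_3-10 (exact permutation test, p = 0.0286). In pro-B cells the rise of the genes from V_K_3-4 to V_K_3-12 was at least 5.35 points in each series, 6.63 points without V_K_1-135 and V_K_19-93, the 2 most used genes, and 2.53 points without V_K_3-5 and V_K_3-10 (exact permutation test, p = 0.00216). In pre-B cells the 2 most used genes did not lose but gained 2.17 points (exact permutation test, p = 0.0286). These values argue against the loss of the most used genes as the whole cause of either rise. The rises were also not confined to V_K_3-5 and V_K_3-10. Both genes lie within the summed regions, so that reads exchanged between them could not change the sums. The series are balanced over the genotypes and could not produce either rise alone. Pre-B cells among the sorted *Wapl* ∆P1,2/∆P1,2 pro-B cells would pull the proximal share towards that of pre-B cells, but it was 1.67 points above the share in *Wapl* ∆P1,2/∆P1,2 pre-B cells (8.06% against 6.39%, exact permutation test, p = 0.0238). Without the *Wapl*+/+ pro-B library with the most genes at 0, the difference of the log2 ratios was 0.74. A difference between the cell types in how Wapl acts on these genes may remain, since the design compares cell types. The *Wapl*+/+ pro-B libraries hold fewer units than the *Wapl* ∆P1,2/∆P1,2 ones, which may mean fewer sequences. Beyond leaving out the smallest library this was not tested as a cause.

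At V_K_2-137 and V_K_1-135 the genotype effect also differed between the cell types, by -0.95 on the log2 scale (exact permutation test, adjusted p = 0.000816), with all 6 *Wapl* ∆P1,2/∆P1,2 pro-B libraries below every *Wapl*+/+ pro-B library, whereas the share in pre-B cells did not pass the test (exact permutation test, p = 0.114). The fall was -5.47 percentage points or more negative within each series of pro-B libraries and -4.69 points without the *Wapl*+/+ library with the most genes at 0. Among the genes outside the proximal and central regions, whose gain lowers every other share, the 2 genes still changed by -4.60 points in pro-B cells (18.5% to 13.9%, exact permutation test, p = 0.0476) and by 2.03 points in pre-B cells (exact permutation test, p = 0.0286). That library is thus argued against as the whole cause. The series are balanced over the genotypes and could not produce the fall alone. With each library centred on its median, neither V_K_1-135 (log2 fold change -0.52, limma adjusted p = 0.181) nor V_K_2-137 (-0.27, limma adjusted p = 0.456) was called, so that the gain of the other regions cannot be told apart from a fall of these genes, because the corrections for it disagree. For admixed pre-B cells to cause the fall, they would have to supply 82.2% of the joints, if the other joints held these genes at the *Wapl*+/+ pro-B share. Whatever else the other joints held, the 9 genes called lower in wild-type pro-B than in pre-B cells would then take at least 9.05%, whereas they took 4.81% ± 1.14 (SD, n = 6), a difference of -4.24 points with all 6 libraries below. The genes up to V_K_4-79 would take at least 44.1% and took 38.2% ± 4.90 (SD, n = 6), which resampling of the libraries reached or exceeded in a share of 0.107. Of 5 gene sets tried, chosen on the wild-type libraries or by the paper, this share was below 0.05 in the other 4. Admixed pre-B cells are thus argued against as the whole cause. An effect of Wapl on the most distal genes in pro-B cells may remain beside the gain of the other regions.

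In 6 of 109 groups of libraries tested for a library far from the others, 1 stood apart (5.50%), and chance gives about 1 in 20. A *Wapl*+/+ pre-B library had a share of V_K_2-137 and V_K_1-135 of 5.18%, where the others had 5.59% to 5.61%, and the same library had 4.16% at V_K_1-135, where the others had 4.50% to 4.56%. Another *Wapl*+/+ pre-B library had 2.35% at V_K_10-96 against 1.92% to 1.96%. A *Wapl* ∆P1,2/∆P1,2 pre-B library listed 47 genes at 0 and the others 48, a difference of 1 gene. A *Wapl* ∆P1,2/∆P1,2 pro-B library had a forward-oriented share of 44.4% against 38.8% to 40.4%. No explanation was tested for these 5 values, and their number is close to what chance gives.

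A *Wapl*+/+ pro-B library listed 102 V_K_ genes at 0, where the other 5 listed 53 to 63. Its total of deposited values was 0.0790%, and the library with the lowest total of 0.0740% listed 59 genes at 0, which argues against the low total itself. In units of which every deposited value is a whole multiple of 1/6, the V_K_ genes of this library sum to 164, against 1191 to 2514 in the other 5. In random draws of 164 sequences from the mean profile of the other 5 libraries a median of 99 genes were at 0, with 95% of draws between 91 and 105. The 102 genes at 0 are therefore consistent with few sequences counted in this library. No biological explanation was tested.

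VH1S5, which Supplementary Data 1b does not list, had a value of 3.32% in the immature B cells, higher than any V_H_ gene other than V_H_1-72. Its ratio to V_H_1-53 was 1.05 in every library to within a coefficient of variation of 0.174%, whereas V_H_1-53 and VH1S5 themselves varied by 6.16% and 6.25%. The near-constant ratio is consistent with reads shared between VH1S5 and V_H_1-53, which the paper left out because of its similarity to V_H_1-72. The sequence of VH1S5 was not used here, and independent rearrangement of VH1S5 was not tested.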

How the results depend on the processing

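Of the alternatives here, centring each library on its median, restricting V_H_ genes to Supplementary Data 1b, the longer peaks of the H3K27ac list and everything concerning the share up to V_K_4-79 between genotypes in pro-B cells were chosen only after seeing the data, and all other alternatives were fixed before the data were examined. No paired analysis was possible because the libraries compared share no replicate numbers.

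With 1 library left out at a time, 240 values of the comparisons kept their direction and their side of the threshold or moved within the spread, 6 were weaker, 4 stronger and 4 reversed. Under the other alternatives 80 did so, 8 were weaker, 3 stronger, 9 moved by more than the spread between libraries and 2 reversed. All 4 reversals with a library left out concern the share up to V_K_4-79 between genotypes in pro-B cells, which differed by 0.449 points without passing the test, was between -1.04 and 1.76 points across the 12 fits that each left out a library and -0.529 points without V_K_1-135 and V_K_19-93, and never passed. Within 1 series it was -3.97 points, a change within the spread. The sign of this small difference is not determined, and the cause was not tested. The summed shares of the proximal genes and of V_K_2-137 with V_K_1-135 in pro-B cells, the lower share up to V_K_4-79 in wild-type pro-B cells, the 3 profile distances, and the differences between cell types at the proximal and most distal genes kept their direction under every alternative that was run. They also kept their side of the threshold, apart from sums within a single series, where too few libraries are left for the exact test to pass. Without V_K_1-135 and V_K_19-93 the difference at the most distal genes in pro-B cells shrank to -0.636 points, as V_K_1-135 is one of its genes. No sum was centred on the library's median, and with that centring neither V_K_1-135 (-0.52, limma adjusted p = 0.181) nor V_K_2-137 (-0.27, limma adjusted p = 0.456) was called in pro-B cells.

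The count of 72 genes in pre-B cells was between 59 and 76 with each library left out, and 44 with Holm's adjustment. In pro-B cells the count of 27 became 7 with Holm's adjustment and 49 with array weights, and was between 16 and 49 across the 12 fits that each left out a library, where the value of 49 came from leaving out the *Wapl*+/+ library with 102 genes at 0 and that of 16 from leaving out the *Wapl* ∆P1,2/∆P1,2 library with a forward-oriented share of 44.4%. Between wild-type pro-B and pre-B cells the count of 20 became 39 on percentages without a logarithm, 3 with Holm's adjustment, 3 with the series as a covariate and 63 with array weights, and was between 3 and 44 across the 10 fits that each left out a library. The value of 44 came without the same pro-B library, 12 genes were called without the pro-B library with the lowest total, and 3 to 6 genes were called without any single one of the 4 pre-B libraries. Holm's adjustment is stricter by construction. With the series as a covariate, the estimate rests on the 1 series that holds both cell types, with 2 pre-B and 3 pro-B libraries. For array weights, percentages and single libraries the cause was not tested. After median centring, 66, 22 and 15 genes were called in the 3 comparisons, and the share of higher calls in pro-B cells became 77.3% in place of 48.1%.

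With group medians the pre-B differences were 3.32 points in the proximal, 8.72 points in the central and -4.51 points in the distal region. These sizes were close to those of the means. They did not pass the exact test, which medians of so few libraries cannot pass even with fully separated groups. The proximal difference in pre-B cells moved to 2.54 and 3.88 points within the series, and the central difference in pro-B cells to 5.99 and 14.2 points. The cause was not tested. Without V_K_1-135 and V_K_19-93 the forward-oriented share in pro-B cells changed by only -1.03 points and did not pass, which places most of the difference at these 2 genes. The share of V_K_2-137 and V_K_1-135 in pre-B cells differed by 0.379 to 0.660 points with each library left out and passed the test once, and the forward-oriented share in pre-B cells by -1.86 to -1.08 points, also passing once. For both the cause was not tested. The difference between cell types at the central genes, which did not pass on the log2 scale, reversed to 3.66 percentage points and did not pass there either. The share of these genes is larger in pro-B than in pre-B cells, so that a similar ratio gives a larger difference in points.

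For *Igh*, the share of the 6 proximal genes was 2.68% with V_H_1-72 and V_H_1-53 kept and 73.6% within Supplementary Data 1b. V_H_5-2 was 1.37% of the sum of V_H_ genes. The ratio of the lowest of the 6 to the highest other gene was 0.0013 with V_H_1-72 and V_H_1-53 kept and 1.22 within Supplementary Data 1b. These shifts follow from the genes left in or out. The 3 peaks in the *Igk* locus stayed 3 by peak centre and among the longer peaks.

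Among single genes, 337 values kept direction and side with 1 library left out, 56 were weaker and 5 stronger, and under the other alternatives 316 kept both, 34 were weaker, 7 stronger and 1 reversed. The reversal was V_K_4-79 (IGKV4-79) between wild-type pro-B and pre-B cells, which was not called, at 0.0076 after median centring.

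The upper part of the peaks by score was not run, as all scores are 0. The denominator of V_H_ genes alone leaves the share and the ratio of the 6 genes unchanged, and keeping V_H_1-72 and V_H_1-53 leaves V_H_5-2 unchanged, so that these were not run. The small number of sequences in pro-B libraries limits what their genes listed at 0 show, above all in the library with 102 of them.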

Differences from the paper's values

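All settings named here were fixed before the data were examined, apart from the tallies over genes and the centring on each library's median, which were chosen only after the results were seen.

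In pre-B cells 72 V_K_ genes had an adjusted p-value below 0.05, against the 17 marked in the paper's source data for Fig. 1b. In pro-B cells 27 genes did, against the paper's 4 in its source data for Fig. 4a. The counts rest on unlike tests, limma with Benjamini-Hochberg adjustment here and unpaired t-tests with Holm-Sidak correction in the paper. None of the alternatives set before the data were examined closed either gap, but the paper's own test was not among them. The nearest was Holm's adjustment, with 44 and 7 genes. All 17 and all 4 of the paper's genes were among those called. With Holm's adjustment 16 of the 17 were called, without V_K_14-100, and 2 of the 4, without V_K_5-48 and V_K_4-53.

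For V_H_5-2 the deposited value was 0.847%, or 1.37% on the scale of the sum of V_H_ genes, against 1.5% in the paper's text. The source data for Fig. 6d are headed as percentages of VDJ_H_ and DJ_H_ joints, and its values for the 6 proximal genes equal those of the deposited values on the scale of the sum of V_H_ genes. On that scale the values for V_H_5-2 do not differ beyond the spread between libraries.

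The paper places the differences between the genotypes in pre-B cells mainly in 3 regions. Within them 32 of 37 tested genes were called, and outside them 40 of 70. Gains of the proximal and central regions lower the shares of other genes, and this effect was not separated from the calls outside. The paper describes the V_K_ genes beyond V_K_4-79 as recombining better in wild-type pro-B than in pre-B cells. Of 42 such genes tested, 20 had a positive and 22 a negative log2 fold change, or 26 and 16 after centring, although 10 were called higher and 0 lower and their summed share was higher in pro-B cells. Genes listed at 0 in small pro-B libraries lower these log2 values. Without the pro-B library with 102 such genes, the median over all tested genes moved from -0.65 to -0.47. The paper describes V_K_ recombination in both pro-B genotypes as independent of orientation, which need not mean equal shares. The forward-oriented share was 45.7% in *Wapl*+/+ and 40.7% in *Wapl* ∆P1,2/∆P1,2 pro-B cells (exact permutation test, adjusted p = 0.00649). This difference did not pass without V_K_1-135 and V_K_19-93, and V_K_1-135 alone fell from 11.3% to 6.26%. It therefore does not contradict the paper.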

Other observations

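The tests of the E88 enhancer and of the deposited totals were chosen only after the results were seen, whereas the count of splits was not.

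Of all 35 splits of the pre-B libraries, only 1, the real one, gave as many genes with an adjusted p-value below 0.05 as the genotypes did, and the largest count in any other split was 0. For the pro-B genotypes it was 1 of 100 splits drawn, where the largest other count was 15. For wild-type pro-B against pre-B cells it was also 1 of 100 splits drawn, where the largest other count was 11.

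The genes within 200000 bases of the E88 enhancer were 16 of the tested genes in each cell type. In pre-B cells their mean log2 fold change was 0.52, against -0.24 for the other genes, and all 16 were higher in *Wapl* ∆P1,2/∆P1,2 cells. Shifting the profile along the gene order gave as large a gain in a share of 0.0189 of the shifts (2 of 106). In pro-B cells the means were 0.57 and -0.31, with 14 of 16 higher, and the share was 0.0097 (1 of 103), the smallest the shifts can give. A gain centred on E88 may underlie the central increase, but any other feature of this window would fit as well, and the central region was already known from the paper to rise on these libraries.

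The deposited values of all V_K_ genes summed to 0.132% ± 0.0487 (SD, n = 6) in *Wapl*+/+ and 0.255% ± 0.0812 (SD, n = 6) in *Wapl* ∆P1,2/∆P1,2 pro-B cells (exact permutation test, p = 0.0152), and to 5.72% ± 0.820 (SD, n = 4) and 5.83% ± 0.731 (SD, n = 4) in pre-B cells (exact permutation test, p = 0.83). The difference in pro-B cells was at least 0.0906 percentage points in each series of experiment numbers. The series are balanced over the genotypes and could not produce it alone. Pre-B cells at 2.15% of the sorted *Wapl* ∆P1,2/∆P1,2 pro-B cells could give this difference and would then bring 49.1% of the joints. A small admixture of this kind cannot be told apart from more recombination in the pro-B cells themselves, because the purity of the sorted cells was not analysed here and the gene sets disagree. The 9 genes called lower in wild-type pro-B than in pre-B cells would take at least 5.41% of the joints and took 4.81% ± 1.14 (SD, n = 6). Of the 5 gene sets tried, only that of 6 little used genes lay below its least share beyond resampling of the libraries, with 1.29% needed and 0.729% ± 0.243 (SD, n = 6) found.

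V_K_8-34, the 1 gene up to V_K_4-79 that was called higher in wild-type pro-B than in pre-B cells, is the V_K_ gene nearest to 1 of the 3 H3K27ac peaks in the *Igk* locus of pro-B cells. No test was made of this coincidence.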
